# The BCR-ABL1 Inhibitors Imatinib and Ponatinib Decrease Plasma Cholesterol and Atherosclerosis, and Nilotinib and Ponatinib Activate Coagulation in a Translational Mouse Model

**DOI:** 10.3389/fcvm.2018.00055

**Published:** 2018-06-12

**Authors:** Marianne G. Pouwer, Elsbet J. Pieterman, Lars Verschuren, Martien P. M. Caspers, Cornelis Kluft, Ricardo A. Garcia, Jurjan Aman, J. Wouter Jukema, Hans M. G. Princen

**Keywords:** atherosclerosis, animal model cardiovascular disease, lipids and lipoprotein metabolism, coagulation/thrombosis, cholesterol, chronic myeloid leukemia, cardiovascular side effects

## Abstract

Treatment with the second and third generation BCR-ABL1 tyrosine kinase inhibitors (TKIs) increases cardiovascular risk in chronic myeloid leukemia (CML) patients. We investigated the vascular adverse effects of three generations of TKIs in a translational model for atherosclerosis, the APOE*3Leiden.CETP mouse. Mice were treated for sixteen weeks with imatinib (150 mg/kg BID), nilotinib (10 and 30 mg/kg QD) or ponatinib (3 and 10 mg/kg QD), giving similar drug exposures as in CML-patients. Cardiovascular risk factors were analyzed longitudinally, and histopathological analysis of atherosclerosis and transcriptome analysis of the liver was performed. Imatinib and ponatinib decreased plasma cholesterol (imatinib, −69%, *p* < 0.001; ponatinib 3 mg/kg, −37%, *p* < 0.001; ponatinib 10 mg/kg−44%, *p* < 0.001) and atherosclerotic lesion area (imatinib, −78%, *p* < 0.001; ponatinib 3 mg/kg, −52%, *p* = 0.002; ponatinib 10 mg/kg, −48%, *p* = 0.006), which were not affected by nilotinib. In addition, imatinib increased plaque stability. Gene expression and pathway analysis demonstrated that ponatinib enhanced the mRNA expression of coagulation factors of both the contact activation (intrinsic) and tissue factor (extrinsic) pathways. In line with this, ponatinib enhanced plasma levels of FVII, whereas nilotinib increased plasma FVIIa activity. While imatinib showed a beneficial cardiovascular risk profile, nilotinib and ponatinib increased the cardiovascular risk through induction of a pro-thrombotic state.

## Introduction

Chronic myeloid leukemia (CML) is a myeloproliferative neoplasm caused by a translocation of the chromosomes 9 and 22 that results in formation of the *Bcr-Abl1* oncogene (1) and a constitutively active c-Abl kinase domain, which drives uncontrolled cell growth and tumorigenesis.

Patients with CML are treated with specific tyrosine kinase inhibitors (TKIs). The first-line TKI imatinib is widely used and has proven to be successful in the treatment of CML. However, relapses are seen in up to 17% of patients treated with imatinib (2) due to amplification and mutations in the *Bcr-Abl1* gene (3) that lead to imatinib resistance. The second and third generation TKIs, nilotinib and ponatinib among others, are effective against these mutations (3), and promising results have been found in relapsed patients (4). Unfortunately, side effects have been reported in patients receiving these TKIs including myocardial infarction and progressive arterial occlusive disease (PAOD) (5–7). As a result, ponatinib was temporarily removed from the US market, and was later reintroduced for the treatment of patients with T315I-positive CML or those in whom no other TKI was indicated.

Since the first reports of vascular adverse effects (VAEs), many authors related the adverse effects of TKI treatment to atherosclerosis and abnormal platelet function (4, 7–9). However, it is still unclear whether the side effects are caused by enhanced vascular inflammation and endothelial dysfunction, atherosclerosis development, increased thrombotic activity *per se*, or a combination of these processes. Furthermore, the underlying disease has been reported to affect metabolic parameters (10) and coagulation (11), which may interfere with the onset of the side-effects upon treatment. Therefore, to elucidate the role of TKI treatment on VAE’s independently of a background of leukemia, we performed a detailed experimental study in healthy pro-atherogenic mice. The aim of this study was to assess the (cardio)vascular side effects of the second and third generation of TKIs, nilotinib and ponatinib, and to compare their effects to the first generation TKI imatinib.

In this study, we used the APOE*3Leiden.CETP mouse as a well-established model for dyslipidemia and atherosclerosis, with a human-like lipoprotein metabolism and atherosclerosis development (See Supplemental material online for more detailed information on the background of the APOE*3Leiden.CETP mice and their response to hypolipidemic drugs; Data Sheet S1). These mice show a human-like response to all lipid-modulating interventions that are being used in the clinic (12–18) and have been used previously to investigate the underlying mechanism of cardiovascular safety issues (19).

We found that imatinib and ponatinib decreased plasma cholesterol, which was associated with decreased atherosclerosis development. Gene expression and pathway analysis demonstrated adverse alterations in genes involved in coagulation which were in line with increased plasma levels of FVII and FVIIa by ponatinib and nilotinib respectively, pointing towards thrombosis instead of atherosclerosis as inducer of the VAEs.

## Materials and Methods

### Animals

Female APOE*3Leiden.CETP transgenic mice (9 to 14 weeks of age) from the SPF breeding stock at TNO-Metabolic Health Research (TNO-Leiden) were used in this study. Females were used because they are more responsive to dietary cholesterol and fat than males. APOE*3Leiden females have a higher VLDL production (20) than males resulting in higher plasma total cholesterol (TC) and triglyceride (TG) levels and more pronounced development of atherosclerosis (21, 22). During the study, mice were housed under standard conditions with a 12 h light-dark cycle and had free access to food and water. Body weight, food intake and clinical signs of behavior were monitored regularly during the study. Animal experiments were approved by the Institutional Animal Care and Use Committee of The Netherlands Organization for Applied Research under registration number 3557.

### Experimental Design and Analyses

Mice were fed a semi-synthetic diet, containing saturated fat from 15% (w/w) cacao butter and 0.15% cholesterol (Western-type diet [WTD]; Hope Farms, Woerden, The Netherlands). All studies started after a run-in period of 3 weeks on WTD, which is designated as T = 0 weeks/baseline, after which mice were matched into groups based on body weight, total cholesterol, plasma triglycerides and age. For the pharmacokinetic (PK) study, mice were randomized in 3 groups (*n* = 9 per group) and received a single oral gavage with imatinib (100 mg/kg), nilotinib (50 mg/kg) or ponatinib (5 mg/kg). At 0.5, 1 and 2 h after oral gavage, blood was sampled from 3 mice per group per time point, and at 4, 7 and 24 h blood was collected by heart puncture after sacrifice. For the (cardio)vascular risk factor andatherosclerosis study, mice were randomized in 6 groups (*n* = 15 per group, *n* = 20 in control group) and received, based on the results of the PK study, a once-daily oral gavage with nilotinib (10 or 30 mg/kg), ponatinib (3 or 10 mg/kg), or a twice-daily gavage with imatinib (150 mg/kg). The TKIs were suspended in 5% carboxymethyl cellulose and all mice except the imatinib group received a second oral gavage with the vehicle alone (5% carboxymethyl cellulose). The TKIs were purchased at LC laboratories, Woburn (MA), USA. After 12 weeks 5 mice of the control group were sacrificed to asses atherosclerosis development and to determine the end-point of the study. After sixteen weeks of treatment all animals were sacrificed by CO_2_ inhalation. Plasma cholesterol, triglycerides, HDL-C, lipoprotein profiles, SAA, E-selectin and MCP-1, aspartate transaminase (AST) and alanine transaminase (ALT) were measured throughout the study. Blood pressure was measured at 2 and 15 weeks of treatment. Measurement of hepatic lipid and protein content; protein and albumin content in broncho-alveolar lavage (BAL) fluid; urinary albumin/creatinine levels; and histology of lung and hearts was performed at 16 weeks. Total FVII coagulant activity was measured at 4 and 12 weeks and FVIIa activity at 4 weeks. Gene expression analysis using Next Generation Sequencing with the Illumina Nextseq 500 and subsequent pathway analysis of liver of 8 mice per group was performed following established protocols (23, 24).

### Statistical Analysis

Significance of differences between the groups was calculated in SPSS 22.0 for Windows. Normally distributed data was tested parametrically using a one-way ANOVA for multiple comparisons with a Dunnett’s post-hoc test. Non-parametric data were compared separately with a Mann-Whitney U test with adjusted rejection criteria using a Bonferroni-Holm correction. Correlations between lesion size (after square root transformation) and cholesterol exposure were calculated with a Pearson’s correlation test. All groups were compared with the control group. Values are presented as means ± SD and *p*-values < 0.05 were considered statistically significant.

For a more detailed description of the applied methods, please see the Supplementary material online (Data Sheet S1).

## Results

### PK Analysis and Plasma Drug Concentrations

Pharmacokinetic analysis was performed after a single dose of imatinib (100 mg/kg), nilotinib (50 mg/kg) or ponatinib (5 mg/kg) (Table 1) and based on these results the doses for the atherosclerosis study were adjusted to twice daily 150 mg/kg for imatinib, once daily 10 or 30 mg/kg for nilotinib and once daily 3 or 10 mg/kg for ponatinib. The relatively high dose of imatinib needed to achieve plasma concentrations comparable to those in CML-patients was due to the short half-life of the drug in mice and is in line with previous reports (29). Drug exposure after repeated dosing was measured in sacrifice plasma and calculated AUCs were similar to those in CML-patients for imatinib and the low doses of nilotinib and ponatinib (Table 1).

**Table 1:** Pharmacokinetics of imatinib, nilotinib and ponatinib in APOE*3Leiden.CETP mice and CML-patients.

**TKI**	APOE*3Leiden.CETP mice					**CML patients**				
	**Dose (mg/kg)**		**T_max _(h)**	**C_max_ (µg/mL)**	AUC_0–24_ (µg/mL*h)	**Dose (mg/kg)**		**Subject**	AUC_0–24_ (µg/mL*h)	**Reference**
**Imatinib**	Single	100	2.28	5.29	32.79	Day 1, BID	400	CML-patients	36.2 ± 7.4	(25)
	Repeated dose, BID	150	2.47	11.07	78.13	Steady state, BID	400	CML-patients	68.4 ± 29.8	(25)
**Nilotinib**	Single	50	3.26	10.97	117.49	Single, QD	400	Healthy subjects	14.7 ± 5.0	(26)
	Repeated dose, QD	10	3.17	2.30	24.60	Repeated dose, QD	400–1,200	CML-patients	36.0 ± 11.8	(26)
	Repeated dose, QD	30	3.17	6.89	73.81					
**Ponatinib**	Single	5	8.00	0.19	3.24	Single, QD	60	CML-patients	0.7 ± 0.4	(27)
	Repeated dose, QD	3	6.72	0.14	2.43	Repeated dose, QD	15–60	CML-patients	1.3	(28)
	Repeated dose, QD	10	6.73	0.46	8.11					

T_max_, C_max_ and AUC_0–24_ were calculated after a single dose or after 16 weeks of treatment (repeated dose) for imatinib, nilotinib and ponatinib and compared with plasma concentrations in CML patients. AUC, area under the curve; BID, twice a day; CML, chronic myoloid leukemia; QD, once a day. Data are presented as means (APOE*3Leiden.CETP mice) and means ± SD (CML-patients), unless SD was not given in the reports.

### Safety Aspects of Treatments with TKIs

No clinical signs of deviant behavior and no effects on body weight and food intake were noted in any treatment group as compared with control. Plasma ALT and AST, measured at the start and after 16 weeks of treatment, showed no aberrant results (Table S1; Data Sheet S1). The number of circulating peripheral blood mononuclear cells (PBMC’s) in the blood as measured by fluorescence-activated cell sorting (FACS) analysis at 12 weeks (Table S2; Data Sheet S1) was reduced by imatinib (−42%, *p* = 0.006) and by the high-dose ponatinib (−44%, *p* = 0.003). In addition, imatinib and the high doses of nilotinib and ponatinib decreased pro-inflammatory Ly6C^high^ monocytes, all consistent with the mode of action of TKIs. Two mice (ponatinib 3 mg/kg) died during blood pressure measurements at t = 15 weeks, and one mouse (nilotinib 30 mg/kg) was excluded from atherosclerosis measurement due to deviating heart anatomy.

### (Cardio) Vascular Risk Factors

#### Imatinib and Ponatinib Reduce Plasma Cholesterol Levels

As dyslipidemia is a major risk factor for cardiovascular disease, we measured plasma cholesterol and triglyceride levels throughout the study, and HDL-C at the end point. The Western-type diet resulted in an average plasma cholesterol of 17.3 ± 3.5 mmol/L, triglycerides of 3.3 ± 1.0 mmol/L, and an HDL-C level of 1.4 ± 0.2 mmol/L in the control group. When compared to the control group, imatinib reduced average cholesterol and triglyceride levels by 69% (*p* < 0.001) and 36% (*p* = 0.019), respectively. Ponatinib decreased cholesterol levels by 37% (3 mg/kg, *p* < 0.001) and 44% (10 mg/kg, *p* < 0.001), whereas nilotinib had no significant effect on plasma lipid levels (Figure 1A–D). At 16 weeks of treatment, HDL-C was decreased by ponatinib in both the low (−30%, *p* = 0.003) and high (−25%, *p* = 0.016) dose. The reduction of plasma cholesterol by imatinib and ponatinib was mainly confined to VLDL-LDL (i.e., non-HDL) (Figure 1C).

**Figure 1:**
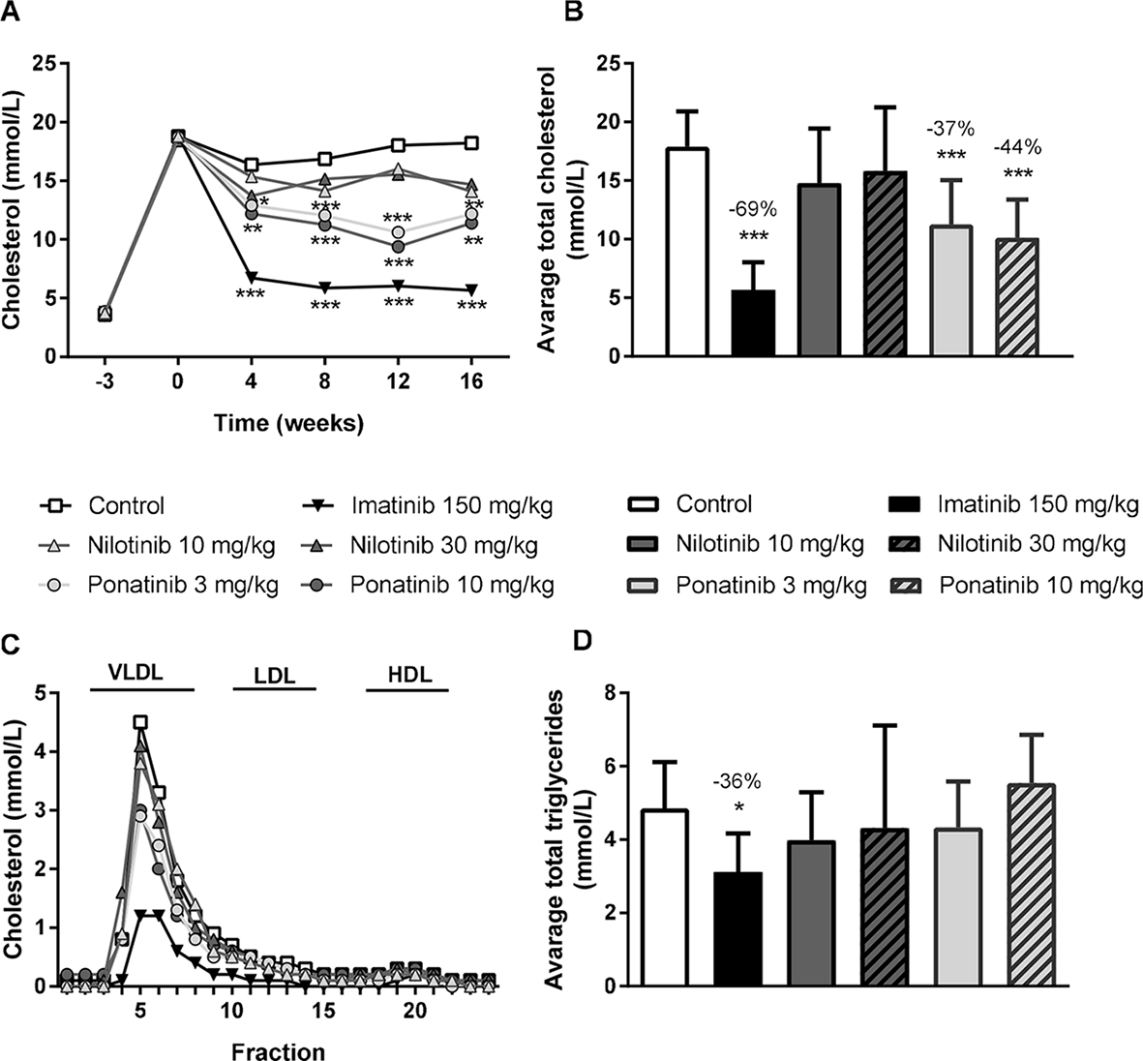
Imatinib and ponatinib reduce plasma cholesterol levels and imatinib decreases average triglycerides. Plasma cholesterol was measured throughout the 16 week study **(A)** and average plasma cholesterol **(B)** and triglycerides **(D)** were calculated. Lipoprotein profiles were assessed by FPLC lipoprotein separation after 16 weeks of treatment **(C).** FPLC, Fast protein liquid chromatography; VLDL, very-low-density-lipoprotein; LDL, low-density-lipoprotein; HDL, high-density-lipoprotein. *p < 0.05, **p < 0.01 ***p < 0.001. Data are presented as means ± SD (*n* = 13–15 per group).

These findings show that imatinib decreases plasma cholesterol and triglyceride levels in APOE*3Leiden.CETP mice, which is consistent with the cholesterol-lowering effect observed in patients (30–33).

#### Ponatinib and Imatinib Decrease Hepatic Lipid Content

Liver lipid storage may give insight into how lipid metabolism is affected by imatinib and ponatinib. Therefore, hepatic lipid content was measured by HPTLC. Free cholesterol content was decreased by 10 mg/kg ponatinib (−21%, *p* = 0.007) (Figure 2A), cholesterol ester content was decreased by imatinib (−30%, *p* = 0.001) and by both the low (−49%, *p* < 0.001) and high (−61%, *p* < 0.001) dose of ponatinib (Figure 2B). Triglyceride content was decreased by the low (−32%, *p* = 0.048) and high (−43%, *p* = 0.005) dose of ponatinib (Figure 2C). These data point to a shortage of cholesterol in the liver and suggest that not cholesterol clearance, but VLDL production and/or intestinal absorption of cholesterol are affected by ponatinib and imatinib.

**Figure 2:**
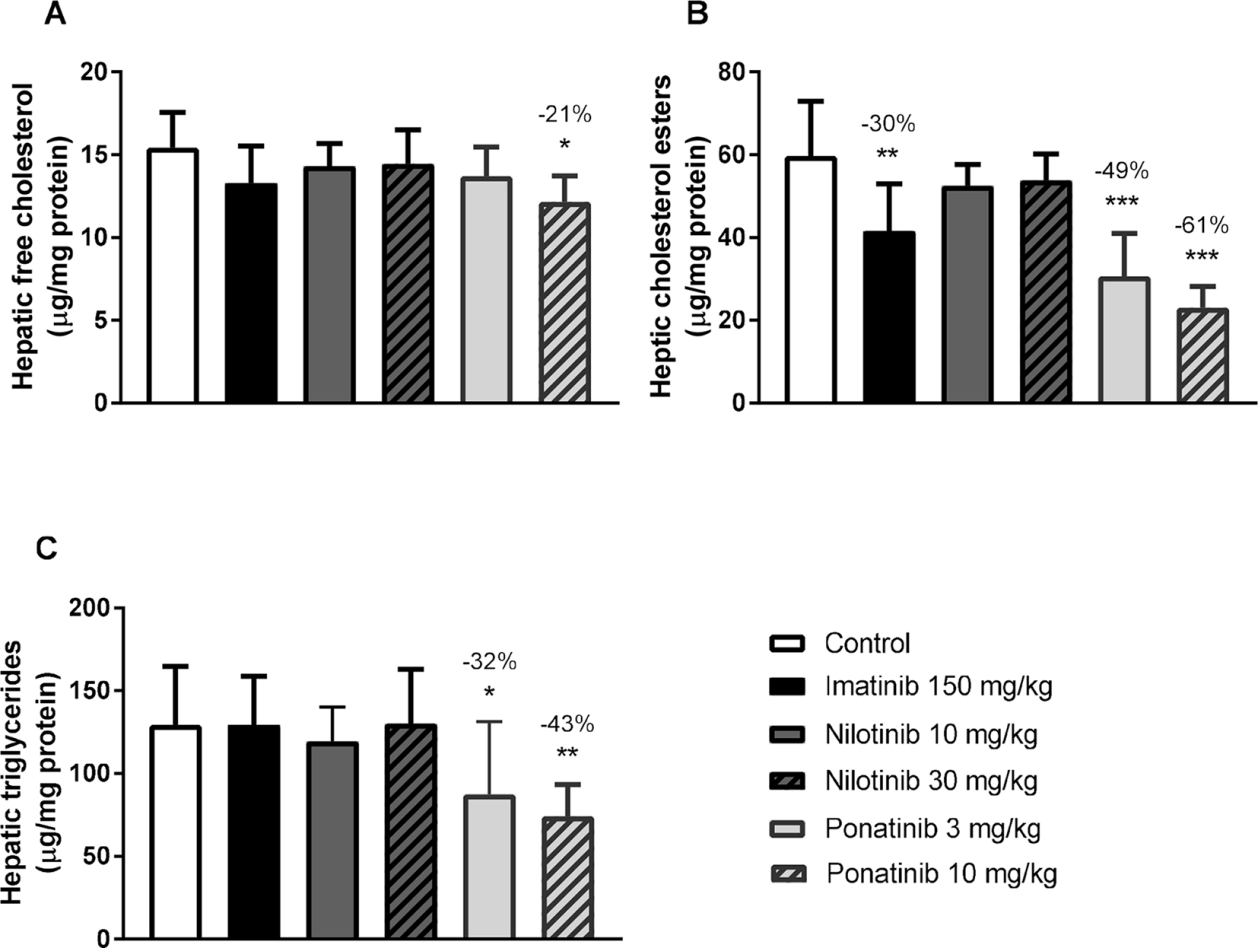
Imatinib and ponatinib decrease hepatic lipid content. Hepatic free cholesterol **(A)**, cholesterol ester **(B)** and triglyceride **(C)** content were measured by HPTLC after 16 weeks of treatment. HPTLC, high-performance thin-layer chromatography. *p < 0.05, **p < 0.01 ***p < 0.001. Data are presented as means ± SD (*n* = 8 per group).

#### Blood Pressure and Vascular Dysfunction

Increased blood pressure and endothelial activation may lead to vascular dysfunction and atherosclerosis. Systolic blood pressure (SBP), measured after 2 and 15 weeks of treatment, was 91 ± 7 and 86 ± 5 mmHg, respectively, in the control group, and heart rate was 726 ± 46 and 716 ± 29 beats per minute. SBP and heart rate were not affected by imatinib, nilotinib or ponatinib treatment. As markers of vascular integrity and leakage or edema formation, we evaluated lung histology, determined the wet/dry weight ratio of the lungs and measured the amount of protein in the BAL fluid. None of the anti-CML drugs showed significant effects on histology and wet/dry weight ratio (data not shown), and ponatinib decreased the amount of protein in BAL fluid by 51% (3 mg/kg, *p* = 0.029) and by 47% (10 mg/kg, *p* = 0.041) (Figure S1A; Data Sheet S1). In contrast, ponatinib increased the urinary albumin/creatinine ratio (approximately 13-fold, N.S.), mainly due to 3 mice with very high levels of urinary albumin (Figure S1B; Data Sheet S1).

These data indicate that the anti-CML drugs did not cause damage to the microvasculature in the lungs but that ponatinib may lead to microvascular dysfunction in the kidney.

#### Ponatinib Increases Plasma E-Selectin

Inflammation is widely considered as an important contributing factor to cardiovascular events (34). Therefore, we measured plasma levels of macrophage-derived chemokine monocyte chemoattractant protein-1 (MCP-1), the adhesion molecule E-selectin as marker of endothelial activation, and serum amyloid A (SAA), an acute phase protein mainly produced by the liver (Table 2). None of the inflammatory markers were significantly altered by imatinib. The Western-type diet increased MCP-1 relative to baseline (T = 0 weeks) (+126%, *p* = 0.015), as did nilotinib (10 mg/kg, +220%, *p* < 0.001; 30 mg/kg, +160%, *p* < 0.001). Ponatinib increased SAA relative to baseline (+123%, *p* = 0.013), but not relative to control. In four of the fifteen ponatinib-treated mice, E-selectin levels were 3 to 10 times increased, leading to an overall increase of 161% (*p* < 0.001) when compared to control, which may point to endothelial activation by ponatinib. Collectively, these data confirm the safety profile of imatinib and suggest endothelial activation and potential endothelial dysfunction in some animals by ponatinib .

**Table 2:** Ponatinib increases markers of inflammation.

**Treatment**	**Dose (***mg/kg)*	**MCP-1 ***(pg/mL)*	**SAA (***µg/mL)*	**E-selectin*** (ng/mL)*
Baseline	-	45 ± 23	6.8 ± 4.4	87 ± 9
Control	-	102 ± 44^†^	10.1 ± 1.2	96 ± 18
Imatinib	150	54 ± 44	9.6 ± 0.5	71 ± 18
Nilotinib	10	144 ± 82^‡^	10.6 ± 1.0	79 ± 23
	30	117 ± 60^‡^	10.6 ± 1.1	99 ± 17
Ponatinib	3	78 ± 29	10.4 ± 1.9	77 ± 22
	10	92 ± 68	15.2 ± 21.1^†^	250 ± 307^‡/*^

Effect of imatinib, nilotinib and ponatinib on inflammatory markers as measured at baseline (T = 0 weeks) and after 16 weeks of treatment. MCP-1, monocyte chemoattractant protein-1; SAA, serum amyloid A..

* p < 0.001, as compared to control.

† p < 0.05. as compared to baseline.

‡ p < 0.001 as compared to baseline. Data are presented as means ± SD (n = 8–15 per group).

### Atherosclerosis

#### Imatinib and Ponatinib Reduce Lesion Size and Severity

Next we analyzed the effects of long-term exposure of the anti-CML TKIs on the progression of atherosclerosis as a cardiovascular endpoint, as shown by representative images (Figure 3**)**. Sixteen weeks of Western diet resulted in the development of 4.0 ± 0.8 atherosclerotic lesions and 156 ± 61*1,000 µm^2^ lesion area per cross-section in the control group (Figure 4A). Approximately 55% of these lesions were severe (type IV–V) lesions and only 10% of the segments were unaffected (Figure 4B). The total number of lesions was not affected by any treatment (data not shown), but imatinib and ponatinib diminished the lesion area by 78 (*p* < 0.001), 52 (3 mg/kg, *p* = 0.002), and 48% (10 mg/kg, *p* = 0.006), respectively (Figure 4A). In addition, the total lesion area that consisted of severe lesions was reduced by imatinib (−56%, *p* < 0.001) (Figure 4B). Next, we evaluated whether this anti-atherogenic effect of imatinib and ponatinib could be explained by the reduction in plasma cholesterol levels. The square root of the lesion size was positively correlated with plasma cholesterol exposure (mmol/L*weeks) in control, imatinib and high dose nilotinib and ponatinib treated mice (control R^2^ = 0.79, *p* = 0.001; imatinib R^2^ = 0.71, *p* = 0.003; ponatinib 10 mg/kg R^2^ = 0.79, *p* < 0.001; nilotinib 30 mg/kg R^2^ = 0.63, *p* = 0.016) (Figure 5). Lesion size per cross-section was not correlated with inflammation markers or blood pressure, indicating a dominant role of plasma cholesterol and cholesterol-lowering by the drugs in the development of atherosclerosis.

**Figure 3:**
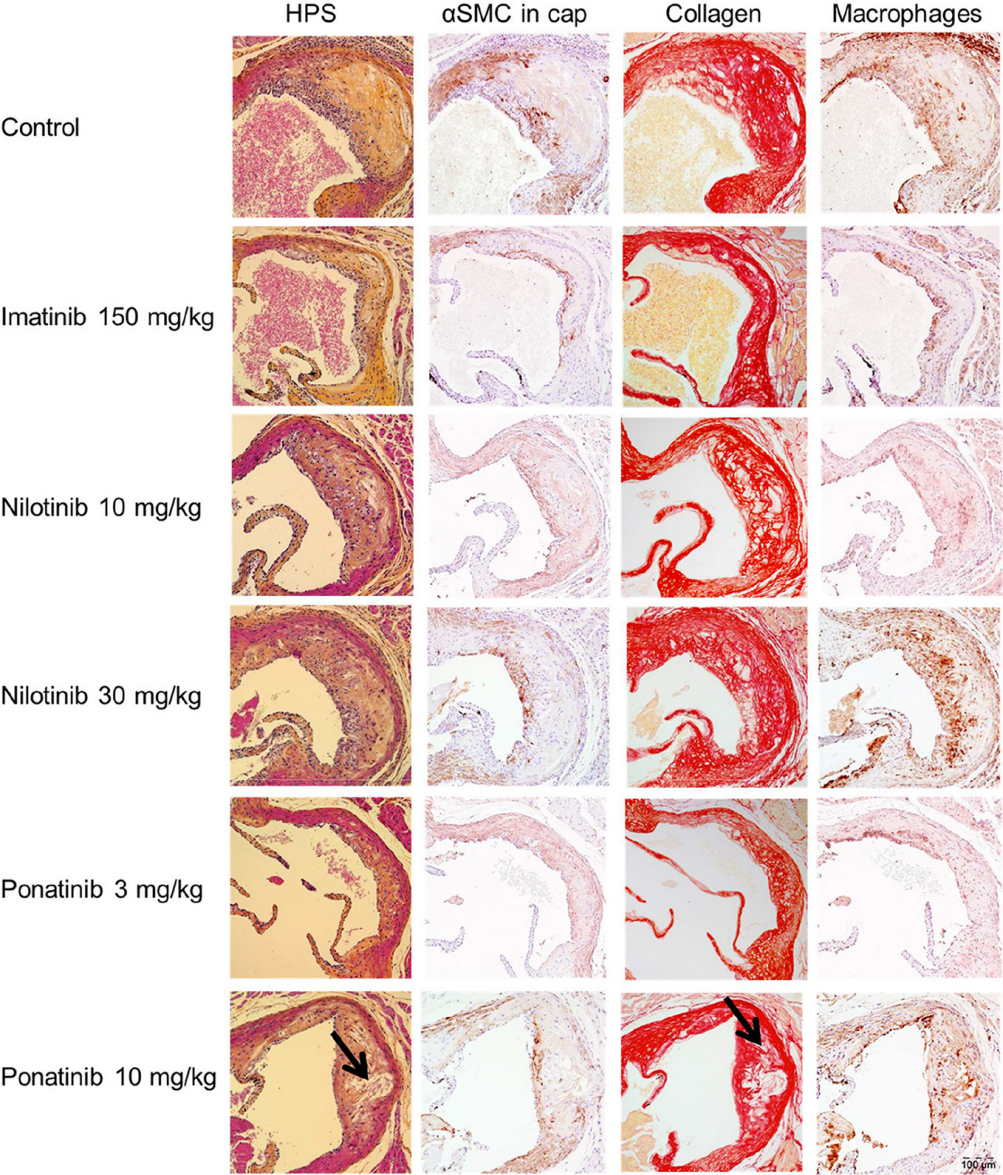
Effect of imatinib, nilotinib and ponatinib on plaque composition. Representative images of HPS staining, immunostaining with α-actin for SMCs, Sirius red staining for collagen and immunostaining with Mac-3 for macrophages. The arrows depict necrotic areas, including cholesterol clefts. Images were taken with an Olympus BX 51 microscope using Olympus analySIS image processing software cell^D. Original magnification ×16. HPS, hematoxylin-phloxine-saffron; SMCs, smooth muscle cells; MAC-3, Purified anti-mouse CD107b Mac-3 Antibody.

**Figure 4:**
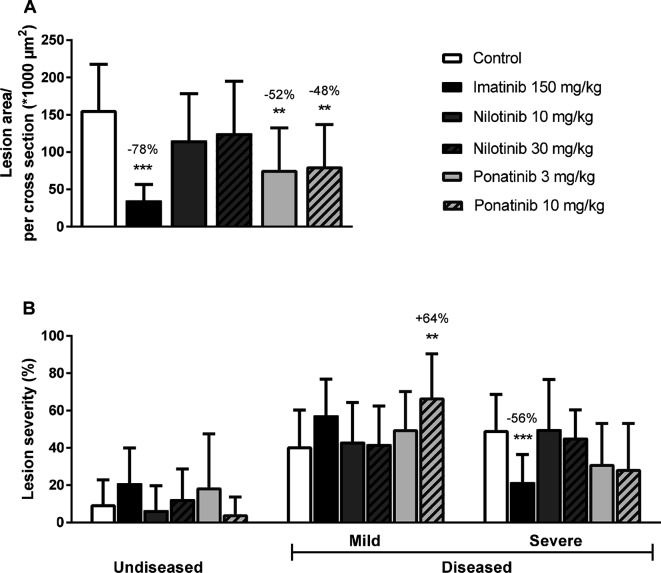
Imatinib and ponatinib reduce atherosclerotic progression. After 16 weeks of treatment, the total lesion area per cross-section was assessed **(A)**. Lesion severity was assessed, categorized as no lesions/undiseased, mild lesions (type I-III) and severe lesions (type IV-V) and expressed as percentage of total lesion area. **(B)**. **p < 0.01 ***p < 0.001. Data are presented as means ± SD (*n* = 13–15 per group).

**Figure 5:**
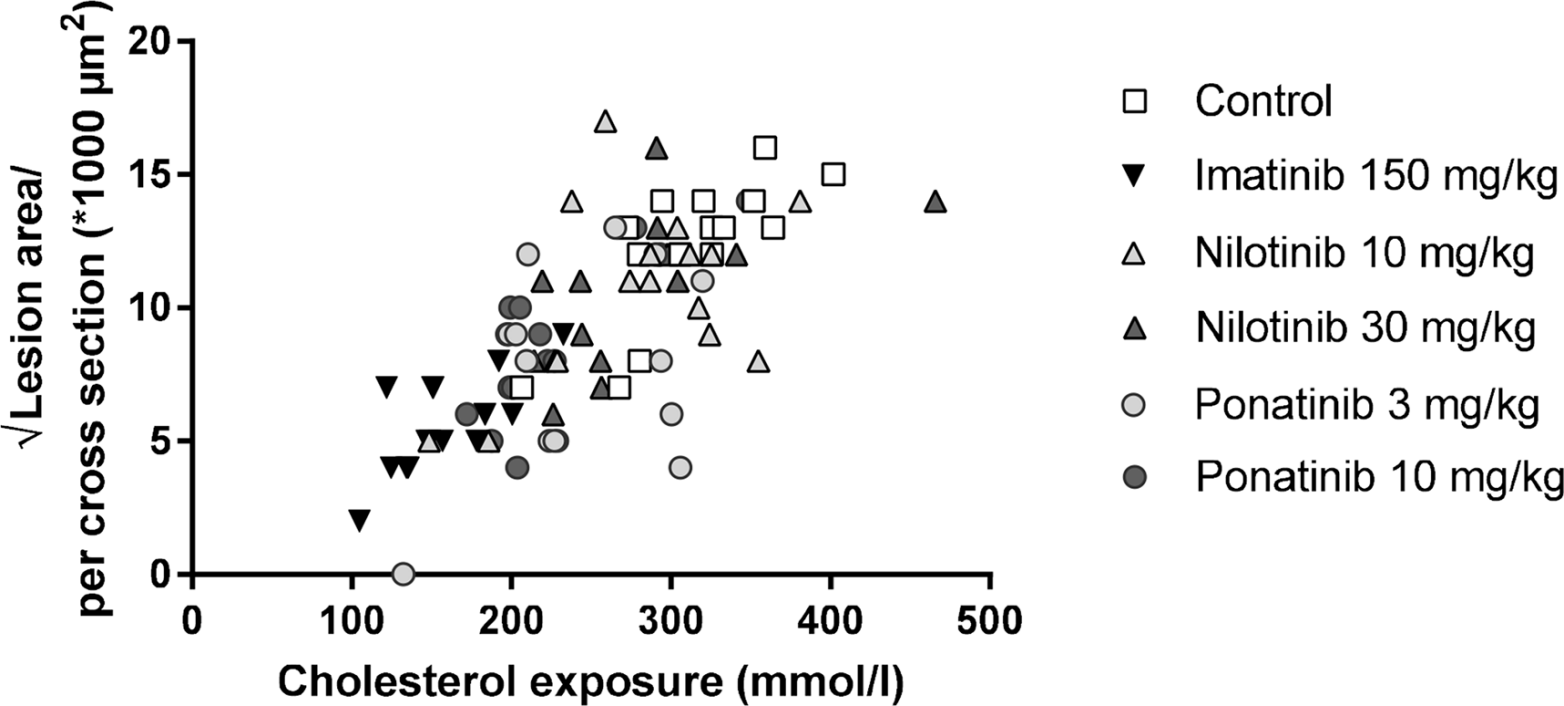
Atherosclerotic lesion area is correlated with cholesterol exposure. Correlation between cholesterol exposure (mmol/L*weeks) and the square root of the lesion area was calculated with a Pearsons’s correlation test (*n* = 13–15 per group).

#### Imatinib Improves Plaque Morphology

To assess the plaque phenotype as a marker for vulnerability to rupture, lesion morphology was analyzed in the type IV and V lesions from mice treated with imatinib and the high dosages of nilotinib and ponatinib, as shown by representative images (Figure 3**)**. The macrophage and necrosis content were quantified as factors that decrease plaque stability, and smooth muscle cell area in the cap of the lesions and collagen as factors that improve plaque stability (17, 35, 36) (Figure 6A). Average macrophage, necrotic core, collagen and smooth muscle cell content in the control group were 24 ± 8%, 4 ± 2%, 42 ± 10% and 4 ± 3%, respectively (Figure 6A). Imatinib increased the collagen content by 47% (62 ± 17%, *p* = 0.004) and tended to increase αSMC content (+38%, *p* = 0.050), resulting in an enhanced lesion stability index (+216%, *p* = 0.004) (Figure 6B). Nilotinib (10 mg/kg) decreased collagen content (−32%, *p* = 0.003), resulting in a decreased lesion stability index (−43%, *p* = 0.003). Ponatinib (3 mg/kg) decreased necrotic core content (−58%, *p* = 0.001) without affecting plaque stability. Collectively, these data indicate that imatinib induces a more stable plaque phenotype with collagen-rich lesions.

**Figure 6:**
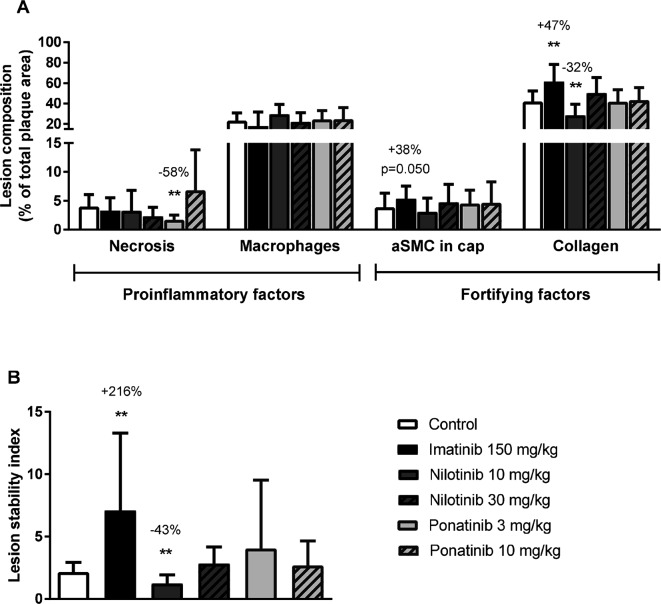
Imatinib increases plaque stability. Necrotic and macrophage content as pro-inflammatory factors, and αSMCs and collagen as fortifying factors, were determined in the severe (type IV-V) lesions and expressed as percentage of total plaque area **(A)**. Plaque stability index was calculated **(B)**. aSMC; α smooth muscle cell., **p < 0.01. Data are presented as means ± SD (*n* = 13–15 per group).

### Transcriptome Analysis

#### Ponatinib Adversely Alters Gene Expression of Coagulation Factors

To find early molecular signatures of other clinically relevant processes induced by the anti-CML drugs, gene expression and pathway analysis was performed in the liver as the central organ in lipid metabolism and synthesis of coagulation factors. 

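Liver mRNA of 8 mice per group was sequenced after 16 weeks of treatment, and the authors deposited the number of reads that HTSeq-count assigned to each gene in each mouse, without normalization. The counts cover control mice, imatinib (150 mg/kg, 2 gavages per day), nilotinib (10 and 30 mg/kg) and ponatinib (3 and 10 mg/kg), 48 mice in all, and list 45513 genes by Ensembl identifier on GRCm38. Between 5342379 and 17996732 reads per mouse were counted on genes, with a median of 7580160. The median was 8152114 in control mice, 7465737 with imatinib, 7548621 and 7410168 with the low and high dose of nilotinib, and 7618552 and 7483913 with the low and high dose of ponatinib. Reads that aligned to more than 1 place were counted on no gene, so the counts of genes with near-identical copies are uncertain. No sequencing date or batch is given in the sample labels. Reads that overlap no exon of a gene, reads in introns included, are called reads outside annotated genes here. Among uniquely aligned reads, 7.97% ± 0.42 (SD, n = 8 mice) lay outside annotated genes in control mice and 8.54% ± 0.61 with ponatinib 3 mg/kg. The share was 9.75% ± 0.69 and 10.5% ± 1.39 with nilotinib 10 and 30 mg/kg, 10.03% ± 1.83 with imatinib and 11.04% ± 1.99 with ponatinib 10 mg/kg (SD, n = 8 mice each). It was higher in all 8 mice given ponatinib 10 mg/kg than in every control mouse (exact permutation test, p = 0.000155, the smallest p that 8 mice against 8 allow). Each treated group was compared with control in a single fit of the 48 mice by edgeR's quasi-likelihood test with TMM normalization, over the 14090 genes left by edgeR's filter on low counts. A gene was called differentially expressed at an unadjusted p-value below 0.01, the cut-off of the paper's supplement, and Benjamini-Hochberg adjusted p-values are given beside. At this cut-off 141 of the 14090 genes pass by chance. Expression is given in CPM, edgeR's unit of a gene's counts scaled to a common library size, after TMM normalization.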

To identify drug-specific molecular responses and overlap between the various treatments, the total number of differentially expressed genes (DEG) was assessed and a Venn-diagram was constructed comprising all DEG compared to control group. 

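The number of genes with an unadjusted p-value below 0.01 in edgeR's quasi-likelihood test was 802 with nilotinib 10 mg/kg and 1298 with 30 mg/kg. With ponatinib it was 413 at 3 mg/kg and 2099 at 10 mg/kg, and with imatinib 1788. With Benjamini-Hochberg adjustment at 0.05, 174 and 770 genes were left for the low and high dose of nilotinib, 6 and 1780 for those of ponatinib, and 1356 for imatinib. The doses were also compared with each other directly. Between ponatinib 10 and 3 mg/kg, 792 genes had an unadjusted p-value below 0.01 and 151 an adjusted p-value below 0.05. Between nilotinib 30 and 10 mg/kg these numbers were 171 and 0, where 141 genes are past the unadjusted cut-off by chance. High-dose ponatinib shared 1015 differentially expressed genes with imatinib, of which 1014 changed in the same direction, and 784 with high-dose nilotinib, all in the same direction. If the lists were independent, 266 and 193 genes would be shared. Of the 2099 genes of high-dose ponatinib, 525 were shared with both drugs, 490 with imatinib only, 259 with high-dose nilotinib only and 825 with neither (exact McNemar test of 490 against 259 genes, p = 2.42e-17, taken across genes, which are not independent). Nilotinib has the shorter list, and as a share of each drug's own list the overlap with ponatinib was 56.8% of the imatinib genes and 60.4% of the nilotinib genes. All lists share the same 8 control mice. Of the alternatives fixed beforehand, a stricter adjusted cut-off of 0.01 moved the counts most, to 807 genes for high-dose ponatinib and 0 for the low dose. Sample quality weights in limma gave 3472 and 1279. With the share of reads outside annotated genes as a covariate, a setting chosen after the data were seen, 700 genes passed for high-dose ponatinib, 529 for high-dose nilotinib and 1018 for imatinib, and high-dose ponatinib shared 332 genes with imatinib and 194 with nilotinib. The paper reports that both ponatinib and nilotinib changed more genes at the higher dose. It also reports that high-dose ponatinib shared more genes with imatinib than with nilotinib.

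**Figure D1:**
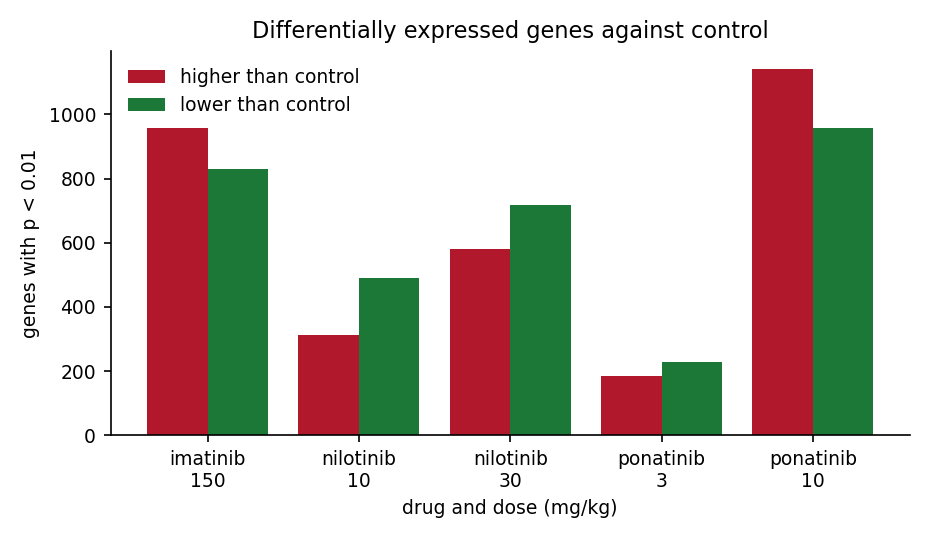
Number of genes past the cut-off against control in edgeR's quasi-likelihood test, for each drug and dose (n = 8 mice per group), with higher and lower expression in separate bars. The counts rise from 313 higher and 489 lower genes with nilotinib 10 mg/kg to 581 and 717 with 30 mg/kg, and from 186 and 227 with ponatinib 3 mg/kg to 1141 and 958 with 10 mg/kg.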

Both ponatinib and nilotinib displayed a dose-dependent increase in the total number of DEG as compared to control and the molecular response of the high-dose ponatinib had more overlapping genes with imatinib than nilotinib (Figure S2; Data Sheet S1**)**.

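The gene lists of the pathway software are not in the files analysed here, so each pathway was represented by a set fixed by gene symbol before the counts were seen. The oxidative phosphorylation set holds the subunits of the respiratory chain complexes and ATP synthase (91 genes tested), and the EIF2 set holds cytosolic ribosomal proteins and translation initiation factors (113 genes tested). With imatinib, 58 of the 91 oxidative phosphorylation genes had a p-value below 0.01, 57 of them with higher expression than in control (odds ratio 12.5 against the other genes, Fisher's exact test, p = 4.11e-30). By the same exact test the count was 24 with nilotinib 10 mg/kg (odds ratio 6.09, p = 1.49e-10), 45 with nilotinib 30 mg/kg (odds ratio 9.95, p = 3.79e-23), 8 with ponatinib 3 mg/kg (odds ratio 3.23, p = 0.00519) and 61 with ponatinib 10 mg/kg (odds ratio 11.9, p = 1.68e-29). The direction was upward, with 43 of 45 genes higher with nilotinib 30 mg/kg and 58 of 61 with ponatinib 10 mg/kg. For the EIF2 set, by Fisher's exact test, 43 genes passed with imatinib (odds ratio 4.31, p = 6.48e-12), 28 and 38 with nilotinib 10 and 30 mg/kg (odds ratios 5.62 and 5.11), 45 with ponatinib 10 mg/kg (odds ratio 3.84, p = 8.6e-11) and 3 with ponatinib 3 mg/kg (odds ratio 0.902, p = 1). Genes measured in the same mice are not independent, so these p-values from Fisher's exact test do not measure the spread between mice. Tested by mice, the EIF2 mean had an exact permutation p of 0.000622 with imatinib. It was 0.00715 and 0.000155 with nilotinib 10 and 30 mg/kg, and 0.0746 and 0.000777 with ponatinib 3 and 10 mg/kg. The mean log2 CPM of the oxidative phosphorylation set was 5.964 ± 0.191 (SD, n = 8 mice) in control mice and 6.451 ± 0.178 with imatinib (exact permutation test, p = 0.000311). It was 6.311 ± 0.124 with nilotinib 30 mg/kg (exact permutation p = 0.000777) and 6.435 ± 0.304 with ponatinib 10 mg/kg (exact permutation p = 0.00295). At the low doses the mean was 6.146 ± 0.237 with nilotinib and 6.169 ± 0.112 with ponatinib (exact permutation p = 0.114 and 0.023), a difference that did not pass adjustment over the 42 tests of set means (adjusted p = 0.189 and 0.0644). Mice with a larger share of reads outside annotated genes had a higher mean of this set. Across all 56 mice sequenced, after subtraction of each group's mean, Pearson's r was 0.519 (permutation p = 0.00019, adjusted p = 0.00038 over 4 relations) and Spearman's rank correlation 0.476 (permutation p = 0.00051). Without the 2 mice farthest from the median share, r was 0.516. Within single groups of 8 mice r was 0.619 in control mice, 0.757 with imatinib, 0.57 with nilotinib 30 mg/kg and 0.735 with ponatinib 10 mg/kg, and it was -0.09 with ponatinib 3 mg/kg. None of these passed adjustment over the 7 groups (lowest adjusted p = 0.167 from the exact permutation test). At an adjusted cut-off of 0.05 in place of the unadjusted one, the odds ratio of the oxidative phosphorylation set was 2.76 with nilotinib 10 mg/kg (Fisher's exact test, p = 0.103) and 0 with ponatinib 3 mg/kg. With the share of reads outside annotated genes as a covariate, chosen after the data were seen, it was 9.09 with imatinib, 3.21 with nilotinib 30 mg/kg and 6.26 with ponatinib 10 mg/kg, and 1.99 and 1.8 at the low doses of nilotinib and ponatinib (Fisher's exact test, p = 0.19 and 0.292). From these pathways the paper reasons that the anti-CML drugs share responses tied to their targets. It proposes that oxidative stress most likely lies behind the mitochondrial part, and that less energy is produced as a result. The oxidative phosphorylation genes past the cut-off were mostly higher here, and mRNA counts do not measure energy production.

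**Figure D2:**
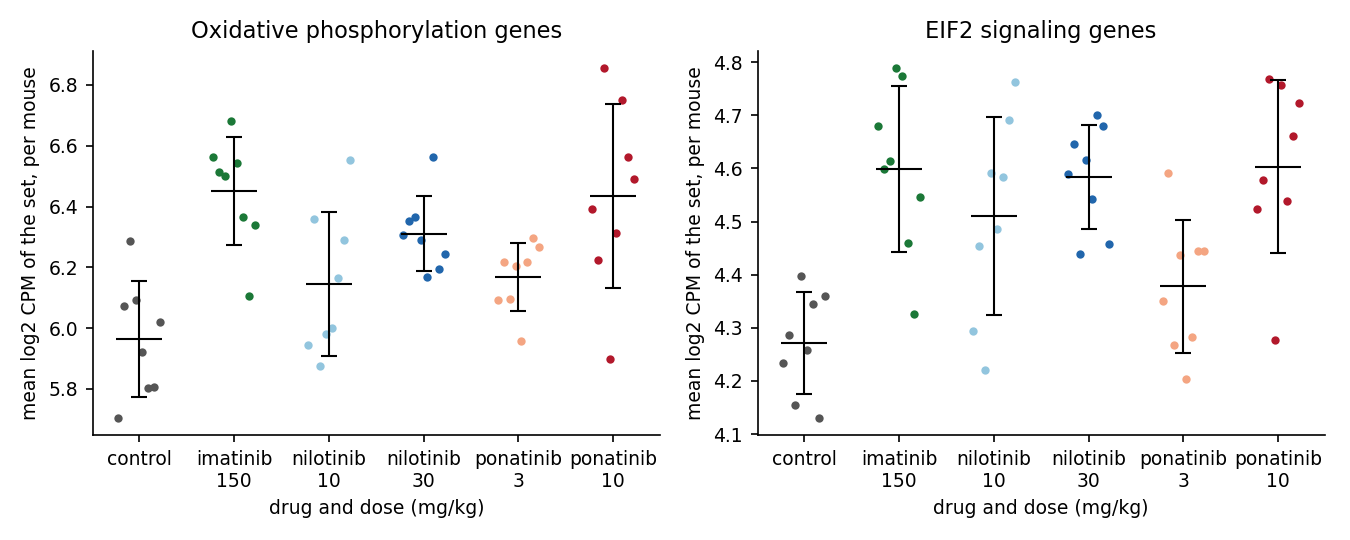
Mean log2 CPM of the oxidative phosphorylation genes and of the EIF2 genes in each liver, by drug and dose; points are mice (n = 8 per group), horizontal bars the mean and error bars the SD. Oxidative phosphorylation genes lie at 5.964 ± 0.191 in control mice and 6.451 ± 0.178 with imatinib, and EIF2 genes at 4.271 ± 0.096 and 4.599 ± 0.156.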

General categorization of biological functions showed that all anti-CML drugs affect canonical pathways associated with mitochondrial dysfunction and oxidative phosphorylation, most likely induced by oxidative stress and leading to reduced energy production, and processes involved in protein synthesis and cell growth (EIF2 signaling), confirming the target-related molecular responses of anti-CML drugs. ( Figure S3; Data Sheet S1).

The processes relevant to (cardio)vascular (side) effects of the anti-CML drugs are highlighted in Figure S4; Data Sheet S1 and Figure 7**.** Although gene expression data from the liver cannot be directly extrapolated to atherosclerosis signaling in the vascular wall, gene expression profiles of different organs have affiliation with each other and may be predictive for these biological processes. Therefore, the transcriptome data of the liver as predicting organ are given. 

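Of the 33 atherosclerosis signaling genes of Figure S4A that could be tested, 26 had a p-value below 0.01 with imatinib (150 mg/kg) in edgeR's quasi-likelihood test, 19 lower and 7 higher than in control mice. After Benjamini-Hochberg adjustment over all tested genes, 20 were left at 0.05. Among the cell adhesion genes, Integrin β2 (Itgb2, chromosome 10, 77530252 to 77565708) fell from 38.32 ± 13.6 CPM in control mice to 14.22 ± 3.79 CPM (SD, n = 8 mice each; log2 fold change -1.43, standard error 0.31, adjusted p = 0.0017 from edgeR). Integrin α4 (Itga4) had a log2 fold change of -1.29 (adjusted p = 0.045 from edgeR) and Vcam1 one of -0.88 (adjusted p = 0.021 from edgeR). Icam1 was at -0.7 (unadjusted p = 0.0063, adjusted p = 0.059) and Psgl-1 (Selplg) at -0.99 (unadjusted p = 0.024). Of the macrophage genes, Nfkb1 and Nfkb2 had log2 fold changes of -0.64 and -0.93 (adjusted p = 0.017 and 0.0088), Scara1 (Msr1) one of -0.76 (adjusted p = 0.055) and Cd40 one of -2.19 (adjusted p = 0.065), while Tnfrsf14 (-1.58) had an unadjusted p-value of 0.025. Cd40 and Tnfrsf14 were low, at 2.305 ± 1.04 and 2.875 ± 1.02 CPM in control mice (SD, n = 8). Among the lipid genes, Lpl fell from 140.4 ± 52.8 to 41.7 ± 16 CPM (SD, n = 8 mice each; log2 fold change -1.75, adjusted p = 3.6e-05 from edgeR), and Apoa1, Apoa2, Apoc2 and Apoc4 rose by log2 fold changes of 0.66, 1, 0.49 and 0.92. The largest changes were in the matrix genes. Col1a1 (chromosome 11, 94936224 to 94953042) went from 101.4 ± 74.6 to 12.47 ± 4.93 CPM (SD, n = 8 mice each; log2 fold change -3.03, standard error 0.49, adjusted p = 4.1e-05 from edgeR), and all 8 treated mice lay below every control mouse (exact permutation p = 0.000155). Col1a2 and Col3a1 had log2 fold changes of -2.35 and -2.6, Tgfb1 one of -0.88 (adjusted p = 0.055) and Mmp13 one of -2.73 (unadjusted p = 0.028). Among the 33 genes, the log2 fold change of Cxcr4 with imatinib moved most, from -1.96 to -3.12 with limma's voom, while that of Col1a1 went to -2.79. From these genes the paper concludes that imatinib regulates atherosclerosis signaling favorably, more than the other drugs.

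**Figure D3:**
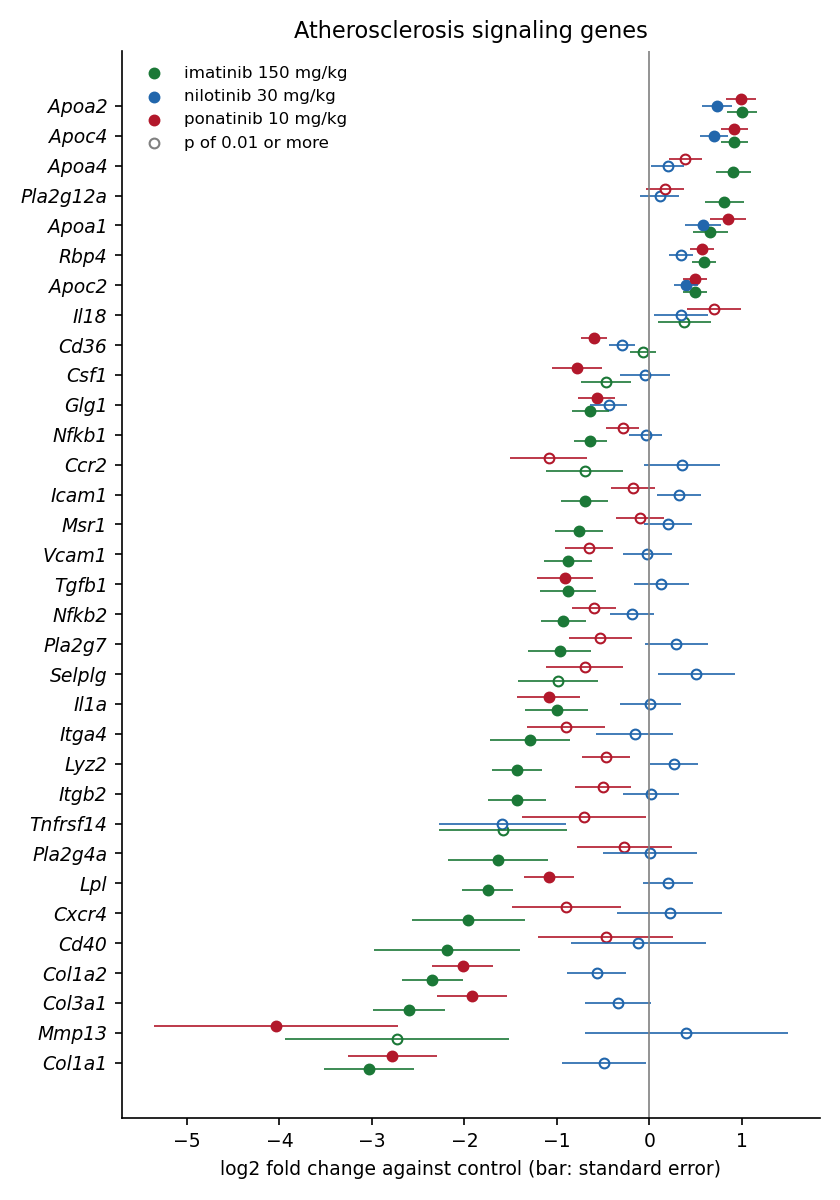
Log2 fold change against control of 33 atherosclerosis signaling genes with imatinib 150 mg/kg, nilotinib 30 mg/kg and ponatinib 10 mg/kg, with the standard error from edgeR as the bar (n = 8 mice per group). Filled points are past the cut-off and open points are not; 26 points are filled for imatinib, 4 for nilotinib and 15 for ponatinib.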

As compared to the other TKI’s, imatinib showed the most pronounced effects on atherosclerosis signaling, with favorable regulation of genes involved in cell adhesion (*Integrin β2 and α4, Icam1, Vcam1, Psgl-1*), macrophage activation (C*d40, Tnfrsf14, Scara1, Nfκb*), lipid regulation (L*pl, Apoa1, Apoa2, Apoc2, Apoc4, Pla2g7* ), inflammatory processes (*Cd40, Nfκb, Il1a, Tnfrsf14, Icam1, Vcam1)* and genes related to extracellular matrix modulation (*Col1a2, Col3a1, Col1a1, Mmp13, Tgf-β*) (Figure S4 A–B data; Data Sheet S1). 

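With ponatinib (10 mg/kg), 15 of the 33 genes had a p-value below 0.01, 10 lower and 5 higher, and all 15 kept an adjusted p-value below 0.05. With nilotinib (30 mg/kg) 4 genes passed, all apolipoproteins and all higher (Apoa1, Apoa2, Apoc2 and Apoc4), of which 2 passed adjustment. The collagen genes fell with ponatinib as with imatinib. Col1a1 was at 14.76 ± 8.03 CPM with ponatinib and 71.98 ± 59.8 CPM with nilotinib, against 101.4 ± 74.6 CPM in control mice (SD, n = 8 mice each). The log2 fold change with ponatinib was -2.78 for Col1a1, -2.02 for Col1a2 and -1.92 for Col3a1, and with nilotinib -0.49, -0.57 and -0.34, none past the cut-off. Lpl fell with ponatinib by a log2 fold change of -1.09 (adjusted p = 0.0051 from edgeR) and was at 0.2 with nilotinib (adjusted p = 0.79). The adhesion genes Integrin β2, Icam1 and Vcam1 did not pass the cut-off with ponatinib (log2 fold changes -0.5, -0.18 and -0.65, unadjusted p = 0.1, 0.45 and 0.015). The drugs were also compared with each other in the same fit, with adjustment over all tested genes. Between ponatinib and nilotinib, 4 of the 33 genes differed at an adjusted p-value of 0.05, all lower with ponatinib: Col1a1 (-2.28), Col1a2 (-1.45), Col3a1 (-1.58) and Lpl (-1.29). Between imatinib and nilotinib 13 genes differed, 12 of them lower with imatinib. Between ponatinib and imatinib 1 gene differed, Cd36, lower with ponatinib (-0.53, adjusted p = 0.042 from edgeR). Among the alternatives fixed beforehand, adjustment moved the panel counts most as a ratio, from 4 to 2 genes for nilotinib. The share of reads outside annotated genes as a covariate, a setting chosen after the data were seen, left 7 genes for ponatinib, 2 for nilotinib and 16 for imatinib. The paper describes the effects of ponatinib as similar and smaller in extent, and reports none with nilotinib.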

Ponatinib showed similar effects, but to a lesser extent, whereas these effects were not observed after nilotinib treatment (Figure S4 A; Data Sheet S1).

**Figure 7:**
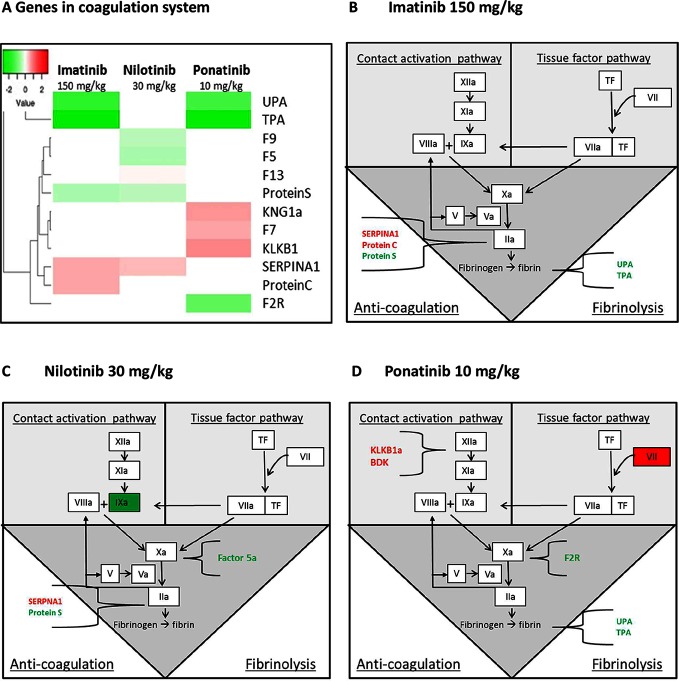
Genes in the coagulation system regulated by imatinib, nilotinib and ponatinib. The heat map shows all significantly (<0.01) upregulated (red) and downregulated (green) genes involved in coagulation of mice treated with imatinib (150 mg/kg), nilotinib (30 mg/kg) or ponatinib (10 mg/kg) as compared to control mice **(A)**. Imatinib regulates genes involved in anti-coagulation and fibrinolysis **(B)**. Factor 9a and 5a were down-regulated and SERPINA1 up-regulated by nilotinib **(C)**. Ponatinib showed the most adverse profile with upregulation of genes in both the contact activation and tissue factor pathway, together with downregulation of genes involved in fibrinolysis **(D).***p*-values of <0.01 were used as cut-off (*n* = 8 per group).

As the site of synthesis of a large number of coagulation factors, the liver plays an important role in the regulation of hemostatic and thrombotic processes. 

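A list of 44 coagulation and fibrinolysis genes was fixed before the counts were seen, made up of the genes named in the text or in Figure 7A and of further genes of the cascade. Of these, 41 could be tested, and 18 had a p-value below 0.01 with ponatinib (10 mg/kg), 12 with imatinib (150 mg/kg) and 9 with nilotinib (30 mg/kg), from edgeR's quasi-likelihood test with 8 mice per group. With adjustment the counts were 15, 11 and 5. Expression was higher than in control for 11 of the 18 genes with ponatinib, 5 of the 12 with imatinib and 3 of the 9 with nilotinib. These counts do not separate genes that promote coagulation from genes that limit it. The 11 with ponatinib include Serpina1a, Serpina1b, Serpina1c and Serpina1d, paralogs that share sequence, and Proc (Protein C) and Serpinc1. Among the further genes, F8 was lower with ponatinib (log2 fold change -0.94). F10 (0.42), Kng2 (0.57), Serpinc1 (0.27) and Vkorc1 (0.59) were higher. Of all settings tried, the share of reads outside annotated genes as a covariate moved these counts farthest as a ratio, to 10 genes for ponatinib, 5 for imatinib and 2 for nilotinib, and it was chosen after the data were seen. Sample quality weights in limma gave 20 genes for imatinib. The paper judges the profile of ponatinib the most adverse from which genes changed and in which direction.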

Although all three TKIs to some extent affected the coagulation pathways, ponatinib had the most adverse profile (Figure 7**)**. Ponatinib increased the gene expression of members of the intrinsic or contact activation pathway, *Kng1a* and *Klkb1*, mainly involved in growth of a thrombus, and of the extrinsic or tissue factor pathway *F7*, involved in initiation of thrombus formation, and decreased gene expression of *Upa* and *Tpa*, both involved in fibrinolysis. 

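Kng1, the gene the paper calls Kng1a, lies on chromosome 16 of GRCm38 from 23057865 to 23082078. Its expression was 2083 ± 546 CPM in control mice and 3098 ± 726 CPM with ponatinib 10 mg/kg (SD, n = 8 mice each), a log2 fold change of 0.57 (standard error 0.13, adjusted p = 0.0023 from edgeR's quasi-likelihood test). All 8 treated mice lay above the control mean and 5 above every control mouse (exact permutation test, p = 0.00357). Kng2, a paralog of Kng1, was among the ponatinib genes too, so the counting could have left out reads that the pair share. F7 (chromosome 8, 13026034 to 13035809) was at 125.4 ± 35.4 CPM in control mice and 180.6 ± 30 CPM with ponatinib (SD, n = 8 mice each), a log2 fold change of 0.53 (standard error 0.17, adjusted p = 0.028 from edgeR; exact permutation p = 0.00497). The genes of fibrinolysis were expressed at a low level. Upa (Plau, chromosome 14, 20836660 to 20843385) was at 11.75 ± 6.13 CPM in control mice and 4.372 ± 4.16 CPM with ponatinib (SD, n = 8 mice each), with a log2 fold change of -1.43 (standard error 0.51), an unadjusted p-value of 0.0069 and an adjusted p-value of 0.053 from edgeR. Tpa (Plat, chromosome 8, 22757727 to 22782844) was at 3.185 ± 2.32 CPM and 0.5149 ± 0.578 CPM (SD, n = 8 mice each), a log2 fold change of -2.54 (standard error 0.86, adjusted p = 0.041 from edgeR; exact permutation p = 0.00155). No read was counted on Tpa in at least 1 mouse, so at this depth the size of its change is uncertain. Klkb1 is not in the files analysed here under the identifier of the annotation used, and no value is given for it. The files also hold identifiers that this annotation lacks, and Klkb1 may be among them. With limma's voom in place of edgeR, the log2 fold change of Plat was -2.89 and that of Plau -1.73, the largest shifts among the alternatives. In edgeR with the share of reads outside annotated genes as a covariate, chosen after the data were seen, Kng1 stayed past the cut-off, while F7, Plau and Plat had unadjusted p-values of 0.022, 0.056 and 0.024. The paper places Kng1a in the contact activation pathway, F7 in the tissue factor pathway and Upa and Tpa in fibrinolysis. It proposes that the changes with ponatinib may lead to hypercoagulability.

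**Figure D4:**
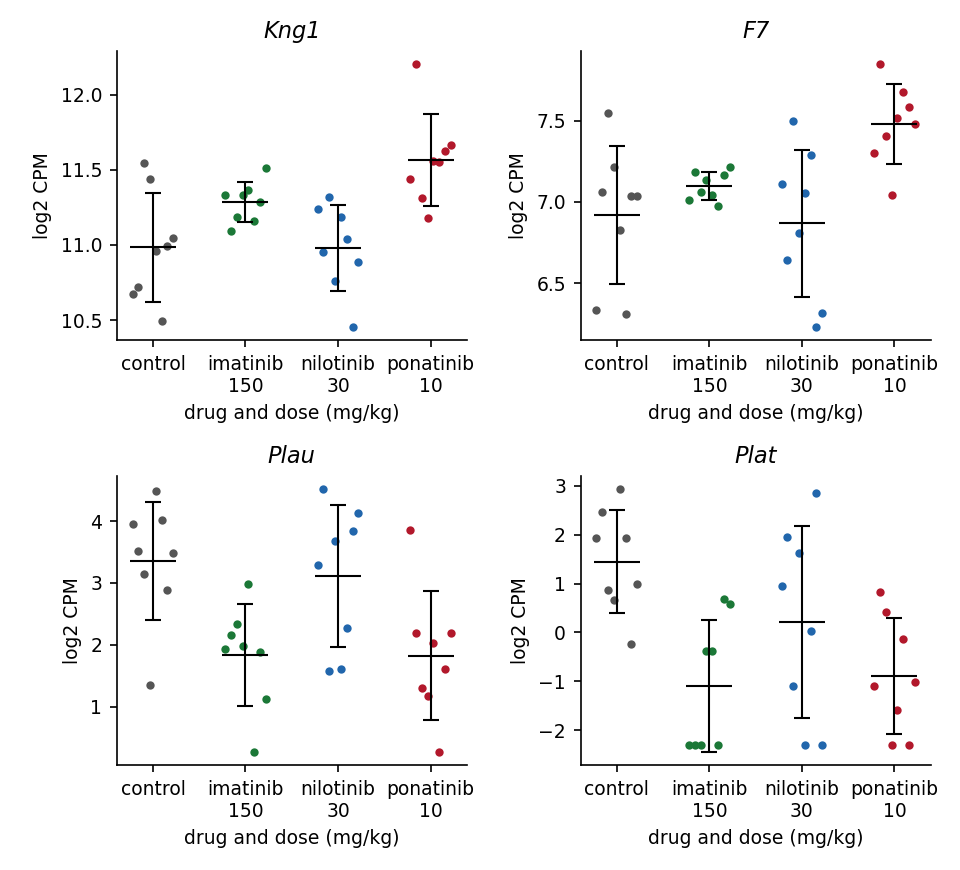
Log2 CPM of Kng1, F7, Plau and Plat in each liver for control, imatinib 150 mg/kg, nilotinib 30 mg/kg and ponatinib 10 mg/kg; points are mice (n = 8 per group), horizontal bars the mean and error bars the SD. With ponatinib all 8 mice lie above the control mean for Kng1 and for F7, and the lowest points of Plat are mice without a counted read.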

Nilotinib showed down-regulation of the expression of *F5*, *F9*, and *Protein S*, while *Serpina1 (PAI-1)* was up-regulated. 

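F5 (chromosome 1, 164151838 to 164220277) was at 512.8 ± 57.5 CPM in control mice and 368.9 ± 39.4 CPM with nilotinib 30 mg/kg (SD, n = 8 mice each), a log2 fold change of -0.47 (standard error 0.1, adjusted p = 0.0032 from edgeR's quasi-likelihood test). All 8 treated mice were below every control mouse (exact permutation test, p = 0.000155). F9 (chromosome X, 59999464 to 60030759) went from 219.8 ± 26.3 to 165.3 ± 22.6 CPM (SD, n = 8 mice each; log2 fold change -0.41, standard error 0.14), with an unadjusted p-value of 0.0047 and an adjusted p-value of 0.069 from edgeR. Protein S (Pros1, chromosome 16, 62854307 to 62929346) went from 98.14 ± 17.2 to 72.78 ± 8.51 CPM (SD, n = 8 mice each; log2 fold change -0.43, standard error 0.16), with an unadjusted p-value of 0.0076 and an adjusted p-value of 0.091 from edgeR. The mouse has several paralogs of Serpina1 on chromosome 12, and the paper does not state which was used. Of the 5 in the annotation, Serpina1a rose with nilotinib from 722.2 ± 161 to 976.7 ± 217 CPM (SD, n = 8 mice each; log2 fold change 0.44, standard error 0.13, adjusted p = 0.028 from edgeR). Serpina1b, Serpina1c, Serpina1d and Serpina1e had log2 fold changes of 0.28, 0.37, 0.16 and 0.31, none past the cut-off. The 5 share sequence, so the reads of each are uncertain. Summed over the 5 paralogs, the log2 fold change was 0.28 (unadjusted p = 0.032, adjusted p = 0.21 from edgeR). The value that moved most was that of Serpina1e, which went from 0.31 to -0.89 with sample quality weights in limma. In edgeR with the share of reads outside annotated genes as a covariate, chosen after the data were seen, F5 stayed past the cut-off, while F9, Pros1 and Serpina1a had unadjusted p-values of 0.094, 0.47 and 0.012.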

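With imatinib (150 mg/kg), Upa (Plau) fell from 11.75 ± 6.13 to 3.835 ± 2 CPM (SD, n = 8 mice each), a log2 fold change of -1.62 (standard error 0.51, adjusted p = 0.034 from edgeR's quasi-likelihood test). Tpa (Plat) fell from 3.185 ± 2.32 to 0.4777 ± 0.59 CPM (SD, n = 8 mice each; log2 fold change -2.68, standard error 0.87, adjusted p = 0.04 from edgeR), with 6 of 8 treated mice below every control mouse. Protein S (Pros1) was at 67.91 ± 16.6 CPM against 98.14 ± 17.2 CPM in control mice (SD, n = 8 mice each; log2 fold change -0.53, standard error 0.16, adjusted p = 0.02 from edgeR). Protein C (Proc, chromosome 18, 32123126 to 32139570) rose from 484.6 ± 84.1 to 672.8 ± 104 CPM (SD, n = 8 mice each; log2 fold change 0.47, standard error 0.12, adjusted p = 0.0073 from edgeR), and all 8 treated mice lay above the control mean. Of the 5 Serpina1 paralogs, Serpina1a, Serpina1b and Serpina1d were past the cut-off, with log2 fold changes of 0.53, 0.55 and 0.43. Serpina1c was at 0.32 (unadjusted p = 0.038), and Serpina1e, at 14.49 ± 16.2 CPM (SD, n = 8), had a log2 fold change of -0.67 (unadjusted p = 0.23). Counted together, the 5 paralogs had a log2 fold change of 0.48 (unadjusted p = 0.00037, adjusted p = 0.0096 from edgeR). The sum of the paralogs is also the alternative that moved a value farthest, since Serpina1e alone was lower, and limma's voom moved Plat to -3.35. With the share of reads outside annotated genes as a covariate in edgeR, chosen after the data were seen, Plat, Proc, Serpina1a and Serpina1b stayed past the cut-off, while Plau, Pros1 and Serpina1d had unadjusted p-values of 0.013, 0.07 and 0.02.

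**Figure D5:**
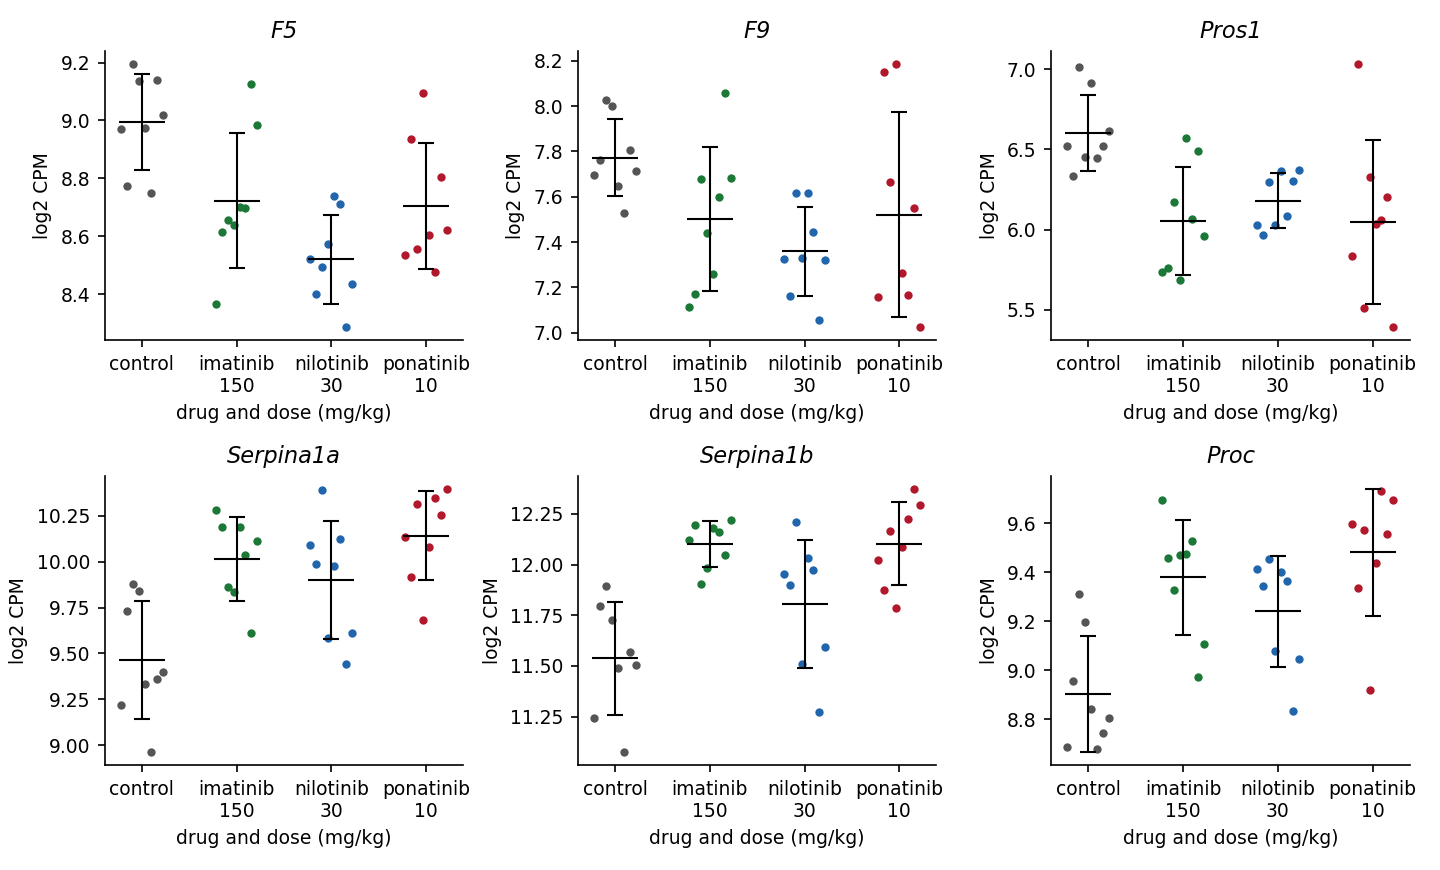
Log2 CPM of F5, F9, Pros1, Serpina1a, Serpina1b and Proc in each liver for control, imatinib 150 mg/kg, nilotinib 30 mg/kg and ponatinib 10 mg/kg; points are mice (n = 8 per group), horizontal bars the mean and error bars the SD. F5 is lower in all 8 mice given nilotinib than in every control mouse, and Proc lies above the control mean in all 8 mice given imatinib and all 8 given ponatinib.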

Imatinib down-regulated the expression of *Upa, Tpa* and *Protein S* and up-regulated *Serpina1* and *Protein C*. This analysis demonstrates that among the three anti-CML drugs investigated ponatinib most prominently induces adverse alterations in the gene expression of coagulation factors in both the intrinsic and extrinsic pathway, which may lead to a state of hypercoagulability.

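The drugs were compared with each other for the 41 coagulation genes in the same edgeR fit, with Benjamini-Hochberg adjustment over all tested genes. Between ponatinib 10 mg/kg and nilotinib 30 mg/kg, 10 of the 41 genes had an unadjusted p-value below 0.01 and 2 passed adjustment, Kng1 (log2 fold change 0.59, standard error 0.13, adjusted p = 0.0092) and Kng2 (0.63, standard error 0.13, adjusted p = 0.0046), both higher with ponatinib. Between ponatinib and imatinib 1 gene passed, Serping1 (0.54, standard error 0.13, adjusted p = 0.028). Between imatinib and nilotinib 2 genes had an unadjusted p-value below 0.01 and none passed adjustment. Among the genes the paper names, ponatinib also changed Serpina1a (log2 fold change 0.66, adjusted p = 0.00037), Protein C (0.58, adjusted p = 0.00087) and Protein S (-0.48, adjusted p = 0.03). For the 41 coagulation and 33 atherosclerosis genes together, the number that differed between ponatinib and nilotinib went from 6 to 17 with sample quality weights, the alternative with the largest effect. Because genes of the contact activation and of the tissue factor pathway rose with ponatinib while fibrinolysis genes fell, the paper concludes that ponatinib shifts coagulation gene expression most adversely.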

### Coagulation

####  Ponatinib Increases Plasma Factor VII and Nilotinib Increases Factor VIIa Activity

Next, we measured total factor VII coagulant activity (FVII) and VIIa activity (FVIIa) in plasma. Ponatinib increased FVII after 4 weeks (10 mg/kg, +265%, *p* < 0.001) and 12 weeks of treatment (3 mg/kg, +28%, *p* = 0.07; 10 mg/kg + 82%, *p* < 0.001) (Figure 8A). In addition, nilotinib increased the activity of FVIIa at 4 weeks by 82% (30 mg/kg, *p* < 0.001) (Figure 8B). Together, these data confirm our findings on gene expression analysis and reveal the pro-thrombotic characteristics of nilotinib and ponatinib.

**Figure 8:**
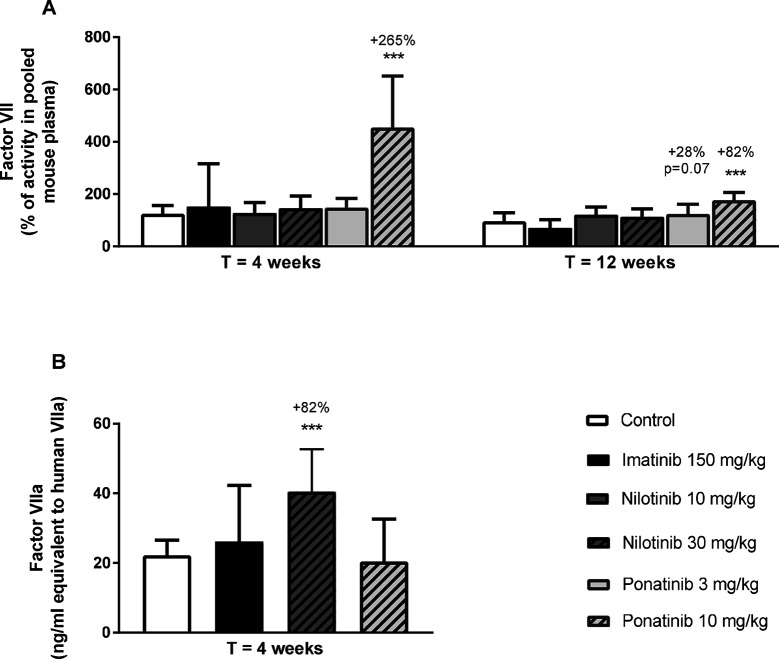
Ponatinib increases factor VII and nilotinib increases factor VIIa activity. Factor VII was measured after 4 and 12 weeks of treatment as the percentage of activity in reference pooled mouse plasma **(A).** Factor VIIa activity was measured after 4 weeks of treatment **(B)**. ***p < 0.001. Data are presented as means ± SD (*n* = 6–20 per group).

## Discussion

This is the first study that compared the effect of a first, second and third generation BCR-ABL1 tyrosine kinase inhibitor on (cardio)vascular risk factors and atherosclerosis. Imatinib and ponatinib decreased plasma cholesterol and atherosclerosis, while nilotinib and ponatinib activated coagulation. The pharmacokinetic data we provide enabled us to use drug exposures translatable to CML-patients and can be used to optimize future TKI research. In addition, we provide a robust data set obtained by gene expression and pathway analysis of the liver, which predicted that ponatinib may lead to a pro-coagulant state by adversely affecting coagulation factors of both the contact activation (intrinsic) and tissue factor (extrinsic) pathways, which was confirmed by increased levels of the coagulation factor VII. In addition, nilotinib increased activity of FVIIa. These findings can be used by clinicians to carefully monitor coagulation parameters in CML-patients to predict risk of cardiovascular events.

The choice to perform this study in a non-leukemic mouse model has several reasons. First, there is, inherent to the diagnosis and progression of the disease, a shortage of suitable high quality plasma samples of CML patients collected at both baseline and follow-up under similar conditions. Second, CML affects both metabolic (10) and coagulation (11) parameters which makes it difficult to elucidate the role of TKI treatment on the reported VAEs independently of the underlying disease. Last, we were able to investigate a broad range of parameters, including atherosclerosis and gene expression and pathway analysis of the liver, which is not possible in CML-patients.

Imatinib and ponatinib, but not nilotinib, decreased plasma cholesterol contained in the pro-atherogenic apoB-containing lipoproteins. Cholesterol reduction and even normalization in hypercholesterolemic CML-patients is repeatedly described in retrospective studies with CML-patients for imatinib (30–32, 37) and is consistent with our findings. Data on ponatinib are scarce (37) and it is unclear whether nilotinib affects plasma cholesterol in CML-patients. Some studies reported increased plasma cholesterol (5, 8, 33, 37), whereas others question this (38). These opposing findings may be explained by the response to the underlying disease. It should be noted that nilotinib is often prescribed as a second-line treatment after resistance to imatinib. Reduced caloric intake induced by the leukemia and increased energy requirements imposed by tumor growth may result in lower cholesterol levels at baseline, while a positive response to treatment is often accompanied by increased cholesterol levels in oncologic patients (39). This response-related cholesterol elevation may be abolished by the cholesterol-lowering effects of imatinib and ponatinib *per se* as found in our study, resulting in decreased (imatinib) or normalized (ponatinib) plasma cholesterol levels in CML patients.

Several mechanisms are involved in cholesterol homeostasis, including intestinal uptake, hepatic uptake and secretion as lipoproteins, synthesis and storage, and fecal excretion. The decreased hepatic lipid content in imatinib and ponatinib treated mice (Figure 2) points to a shortage of cholesterol in the liver and suggests that not lipoprotein clearance, but VLDL production and/or intestinal absorption of cholesterol are affected by imatinib and ponatinib. Indeed, when myeloid tumor cells are treated with imatinib, *de novo* fatty acid synthesis is reduced, pointing towards decreased VLDL particle production (40). However, besides the shared activity of TKIs used for CML-treatment against the BCR-ABL1 tyrosine kinase, the potency and activity to affect off-target kinases differs markedly, and thus different processes may be involved. To our knowledge, no *in vivo* studies are available that investigated the effects of TKI treatment on cholesterol and lipoprotein metabolism, and functional studies are required.

Important observations from our study are the reduced development of atherosclerosis by imatinib and ponatinib which was correlated to decreased plasma cholesterol levels, and the increased plaque stability induced by imatinib, which has not been reported previously by others. There are no reports that describe the effect of ponatinib on atherosclerosis development in an animal model, and there are inconsistent reports on imatinib and nilotinib. In line with our findings, imatinib reduced atherosclerosis in STZ-induced diabetic ApoE^−/−^ mice (41) and high fat fed ApoE^−/−^ mice (42), though lesion reduction was independent of plasma cholesterol lowering and attributed to vascular wall remodeling and reduced inflammation. Interestingly, and in contrast with previous (41–43) and the present findings, Hadzijusufovic et al (43). did not find an effect of imatinib on atherosclerosis in ApoE^−/−^ mice, but reported increased atherosclerosis by nilotinib. In addition, a direct pro-atherogenic effect on human endothelial cells was found, as shown by upregulation of adhesion factors ICAM-1, E-selectin and VCAM-1 (44), which is in line with the increase of markers of endothelial activation found in CML patients treated with nilotinib (45). Unfortunately, no data on plasma cholesterol and markers of endothelial activation in the mice were provided. We do not have a clear explanation for the discrepancy with our findings, but the use of different animal models and dosages, as well as the underlying disease may play a role.

Ponatinib increased plasma E-selectin and urinary albumin:creatinin in some animals, suggesting endothelial activation and potential endothelial dysfunction, wherein aberrant angiogenesis might be involved. Indeed, an *in vitro* study using HUVECs demonstrated the potential of ponatinib to reduce endothelium viability, and to induce apoptosis, reduce migration, inhibit tube formation, and to negatively affect endothelial progenitor cell function, all important for angiogenesis (46). In addition, ponatinib reduced vWF expression on lung endothelial cells in rats (47), which is an interesting finding, because vWF is not only a specific marker for ECs, but also functions in coagulation.

Although there were no clinical signs of thrombosis or bleeding in our long term study, an unbiased and exploratory transcriptome analysis revealed that ponatinib treatment lead to a pro-thrombotic state by affecting important players in the activation of the coagulation pathway. Ponatinib increased gene expression of *Klkb1*, *Kng1a* (part of the intrinsic or contact activation pathway) and *F7* (part of the extrinsic or tissue factor pathway) and decreased expression of *Upa* and *Tpa*, which function in resolution of thrombi by fibrinolysis. Consistent with the increased gene expression, plasma levels of factor VII were increased by 265%. Nilotinib had less pronounced effects on gene expression of coagulation factors but increased activity of FVIIa by 82%. Using a different experimental design, Alhawiti et al (45). recently reported that a single dose of nilotinib but not imatinib increased platelet aggregation and thrombus growth *ex vivo* and *in vivo* in mice, and increased *ex vivo* platelet adhesion and thrombin generation in CML-patients receiving nilotinib (45). On the other hand, Loren et al (48). demonstrated that ponatinib, but not imatinib and nilotinib, inhibited *ex vivo* human platelet activation, spreading and aggregation, and hypothesized that the cardiovascular events observed in patients treated with ponatinib may be the result of effects on other organs and cell types. Indeed, we show that FVII is involved, which is produced by the liver, and is an important factor in the coagulation pathway. Mice lacking FVII have delayed thrombus formation (49) and pharmacological doses of rFVIIa induce hemostasis in severe hemophilia and in non-hemophilia patients with profuse, heavy bleeding (50). Collectively, these data indicate that nilotinib and ponatinib can both potentiate a pro-thrombotic state via different mechanisms of action.

The presence of one or more risk factors for (cardio)-metabolic disease together with the increased platelet aggregation and increased plasma activity of factor VII/VIIa may contribute to the onset of thrombosis, especially when combined with increased levels of tissue factor (TF), which activates the tissue factor pathway (Figure 7). Hypercoagulability has been described in a variety of malignancies, including hematological malignancies (51, 52), and many tumor cells express high levels of TF, the primary initiator of the extrinsic coagulation pathway (53). Therefore, we propose that nilotinib and ponatinib induce (athero) thrombosis in a subgroup of CML-patients through a combination of (cardio)-metabolic risk factors, enhanced levels of TF and increased plasma levels of coagulation factors. Our findings can be used to develop a multivariate risk model for CVD in CML patients, which include (cardio) vascular risk factors and coagulation parameters at baseline and during treatment, facilitating an early detection strategy for patients prone to cardiovascular events, which will improve therapy decision and patient care.

In conclusion, using a comprehensive approach to measure the cardiovascular effects of various BCR-ABL inhibitors, we demonstrate that first, second and third generation BCR-ABL inhibitors have very distinct effects on lipid metabolism, blood coagulability and atherosclerosis. The first-generation inhibitor imatinib was proven safe, with evident benefit for plasma lipid concentrations, atherosclerotic plaque size and stability. The third-generation inhibitor ponatinib showed similar, albeit less pronounced effects on lipid concentrations and atherosclerosis, but also showed a hypercoagulable phenotype. These data perfectly match retrospective clinical observations on cardiovascular effects of BCR-ABL inhibitors, and besides providing a biological basis for these observations, may well contribute to safer application of these drugs in the future.

## Ethics Statement

Animal experiments were approved by the Institutional Animal Care and Use Committee of The Netherlands Organization for Applied Research under registration number 3557.

## Author Contributions

MP performed the research, analyzed the data and wrote the paper. EP designed the research, performed the research and analyzed the data. LV and MC performed and analyzed the gene expression analysis. CK developed the plasma coagulation factor assays and analyzed the plasma samples. RG designed the research and analyzed the PK data. JA analyzed the data and edited the paper. WJ edited the paper. HP designed the research, analyzed the data and edited the paper.

## Conflict of Interest Statement

CK has ownership interests in ‘Good Biomarker Sciences’. RG is an employee at Bristol-Meyers Squibb, New York, USA. WJ received research grants from and has spoken at (CME-accredited) meetings sponsored by Amgen, Astellas, Astra-Zeneca, Daiichi Sankyo, Lilly, Merck-Schering-Plough, Pfizer, Roche, Sanofi-Aventis, the Netherlands Heart Foundation, the Interuniversity Cardiology Institute of the Netherlands, and the European Community Framework KP7 Program.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be constructed as a potential conflict of interest.

## Abbreviations

ALT: alanine transaminase
AST: aspartate transaminase
BAL: broncho-alveolar lavage
BID: twice a day
CML: chronic myeloid leukemia
DEGs: differentially expressed genes
HPTLC: High-performance thin-layer chromatography
MCP-1: monocyte chemoattractant protein-1
PAOD: progressive arterial occlusive disease
PBMCs: peripheral blood mononuclear cells
PK: pharmacokinetic
QD: once daily
SAA: serum amyloid A
TC: total cholesterol
TG: triglycerides
TKIs: tyrosine kinase inhibitors
VAEs: vascular adverse effects

# Supplementary material for: The BCR-ABL1 Inhibitors Imatinib and Ponatinib Decrease Plasma Cholesterol and Atherosclerosis, and Nilotinib and Ponatinib Activate Coagulation in a Translational Mouse Model
**Source:** Front Cardiovasc Med. 2018 Jun 12;5:55. doi: 10.3389/fcvm.2018.00055

## Supplementary Material

### 1 Supplementary introduction and methods

#### 1.2 Introduction

##### **Background of the APOE\*3Leiden.CETP mouse and response to treatment**

The APOE\*3Leiden.CETP transgenic mouse model is an established model for hyperlipidemia and the development of atherosclerosis and was developed by cross-breeding of the APOE\*3Leiden transgenic mice and human cholesterol ester transfer protein (CETP) transgenic mice.

The APOE\*3Leiden mouse was initially developed as an animal model for Familial Dysbetalipoproteinemia (FD) or type III hyperlipoproteinemia, which is characterized by elevated levels of cholesterol and an increased ratio of cholesterol to triglycerides in the very-low-density-lipoprotein (VLDL) and intermediate-density lipoprotein (IDL) fractions, resulting in the appearance of  $\beta$ -VLDL particles<sup>1 2</sup>. Similarly as in FD patients, in E3L and E3L.CETP mice as a model for mixed dyslipoproteinemia, a major part of plasma cholesterol is contained in the VLDL and VLDL-remnant particles, leading to formation of  $\beta$ -VLDL particles, which further increases after cholesterol feeding.

E3L mice were generated by the introduction of a DNA-construct containing the human *apoe\*3Leiden* and *apoc1* genes<sup>1</sup>. The primary effect of the dominant E\*3-Leiden mutation is an impaired clearance of triglyceride-rich lipoproteins (chylomicron- and VLDL-remnants) caused by a reduced affinity of the apolipoprotein E\*3Leiden for the LDLR<sup>3</sup>, whereas overexpression of apolipoprotein C1 inhibits lipolysis. While normal wild-type mice have a

very rapid clearance of apoB-containing lipoproteins, APOE\*3Leiden mice show an impaired clearance and are thereby mimicking the slow clearance observed in humans, particularly in patients with FD or type III hyperlipoproteinemia. Mice in contrast to humans do not possess CETP. CETP transgenic mice express the human *cetp* gene under control of its natural flanking regions<sup>4</sup>. CETP transfers cholesteryl ester from HDL to the apoB-containing lipoproteins in exchange for triglycerides, resulting in a more human-like lipoprotein metabolism in APOE\*3Leiden.CETP mice.

APOE\*3Leiden.CETP mice are prone to develop hyperlipidemia and atherosclerosis upon feeding a western type diet containing saturated fat and cholesterol<sup>5 6</sup>. The model responds to all hypolipidemic drugs currently used in the clinic, such as statins, fibrates, ezetimibe, niacin and PCSK9 mAbs, at similar dosages and in a similar way to humans<sup>7-16</sup>. Furthermore, the model responds well to blood pressure lowering drugs<sup>17 18</sup>.

In the present study, female APOE\*3Leiden.CETP mice are used because they are more susceptible to cholesterol-containing diets by having higher plasma cholesterol and triglyceride levels<sup>19</sup> and therefore develop atherosclerotic lesions.

## **1.2 Materials and methods**

### **Animals**

Female APOE\*3Leiden.CETP transgenic mice (9 to 14 weeks of age) were used. During the study, mice were housed under standard conditions with a 12-h light-dark cycle and had free access to food and water. Body weight, food intake and clinical signs of behavior were monitored regularly during the study. For the (cardio)vascular risk factor-atherosclerosis study, the number of animals per group was calculated using a probability of 0.05. Based on our experience from previous studies, we expected to have a variance of 15% (sigma 40%) in

plasma lipids and a minimal effect of treatment of 30%, resulting in 15 animals per group. Animal experiments were approved by the Institutional Animal Care and Use Committee of The Netherlands Organization for Applied Research under registration number 3557.

### **PK analysis and plasma drug concentrations**

EDTA plasma samples collected during the 24-hour PK study and at week 16 of the (cardio)vascular risk factor-atherosclerosis study were subsequently stored at -80°C until analysis. Thawed plasma samples (50µL) were de-proteinized with two volumes of acetonitrile containing an appropriate src-inhibitor chemotype as internal standard for each analyte. Following deproteinization, a 5µL portion of clear supernatant was then subjected to solvent gradient separation in an Agilent 1100 series HPLC system interfaced to a Micromass triple-quadrupole mass spectrometer, which was operated in the positive ion electrospray MRM mode to obtain daughter ions for quantitation: Ion transitions used for quantitation were as follows: imatinib [494.3 → 394.2], nilotinib [530.2 → 289.2], ponatinib [533.3 → 260.3]. Standard curves ranging from 1 nM to 6 µM were fitted with a quadratic regression weighted by reciprocal concentration (1/x). LLOQ for the purposes of this assay was between 1 and 2 nM for all compounds analyzed. QC samples at three levels in the range of the standard curve were used to accept individual analytical sets, and all results were calculated as the mean of triplicate determinations ± standard error.  $T_{max}$ ,  $C_{max}$  and AUCs were calculated using the software Berkeley Madonna (version 8.3.18).

### **Biochemical analyses and blood pressure**

EDTA plasma samples were collected throughout the study. Plasma cholesterol and triglycerides were determined every 4 weeks using enzymatic kits (Roche/Hitachi) according

to the manufacturer's protocols and average plasma levels over week 4 to 16 were calculated. HDL-C was measured after precipitation as described previously<sup>20</sup>. The distribution of cholesterol over plasma lipoproteins was determined in group wise-pooled plasma by fast protein liquid chromatography (FPLC)<sup>9</sup>. The inflammatory markers SAA, E-selectin and MCP-1 were measured using the ELISA kits from Tridelta (SAA) and R&D (MCP-1, E-selectin) according to the manufacturer's instruction. Plasma ALT and AST were determined using a spectrophotometric assay (Boehringer Reflotron system) in group wise-pooled samples. Blood pressure (SBP, DBP) and heart rate were measured using the tail cuff method in 8 mice per group at 2 and 15 weeks<sup>18</sup>.

### **Hepatic lipid analysis**

Livers were isolated and partly homogenized (30 s at 5000 rpm) in saline (~10% wet wt/vol) using a mini-bead beater (Biospec Products, Inc., Bartlesville, OK). Lipids were extracted as described<sup>21</sup> previously and separated by high-performance thin-layer chromatography. Lipid spots were stained with color reagent (5 g MnCl<sub>2</sub>·4H<sub>2</sub>O, 32 ml 95–97% H<sub>2</sub>SO<sub>4</sub> added to 960 ml of CH<sub>3</sub>OH:H<sub>2</sub>O 1:1 vol/vol) and quantified using TINA version 2.09 software (Raytest, Straubenhardt, Germany).<sup>21</sup>

### **BAL and urinary albumin:creatinin**

The lungs were flushed two times with 750 µl PBS into the trachea using a BD 20G angio-catheter to collect broncho-alveolar lavage (BAL) fluid. Protein and albumin content in BAL fluid were determined in the supernatant using the protein determination kit from Pierce and the mouse albumin ELISA kit (ALPCO, Salem, USA). Urinary albumin and creatinin levels were determined using the mouse albumin ELISA kit (ALPCO, Salem, USA) and the creatinin kit (Exocell, Philadelphia, USA) according to manufacturer's instruction.

**Flow cytometric analysis**

White cell profiling was performed via FACS using the BD FACS Canto II apparatus (Becton Dickinson, Franklin Lakes, New Jersey, USA). After 12 weeks of treatment, peripheral blood mononuclear cells (PBMCs) were isolated from fresh blood samples of 8 mice per group, and were sorted into CD11b+/CD11c- (monocytes), and further divided into CD11b+/Ly6C<sup>low</sup> and CD11b+/Ly6C<sup>high</sup> monocytes. The following conjugated monoclonal antibodies, all from eBiosciences, were used: CD11b-FITC, CD11c-PE/Cy7, Ly6C-APC.

**Coagulation factor VII and VIIa**

Total clotting FVII and FVIIa activity were measured on a STA compact apparatus (Diagnostica Stago Inc. Parsippany, NJ). For the determination of total clotting FVII an one stage Prothrombin assay with Dade Innovin PT reagent (Siemens) and Hemoclot FVII reagent (Hyphen Biomed) as deficient agent were used and calibration was performed with pooled normal mouse plasma. Staclot VIIa rTF (Diagnostica Stago Inc.) and Hemoclot FVII reagent (Hyphen Biomed) were used to determine FVIIa activity, calibrated with Novoseven® (Novonordisk).

**Histological assessment of lung morphology and atherosclerosis**

Tissues were isolated, fixed in formalin, and embedded in paraffin. The caudal lung was cross sectioned (3 µm thick) and stained with hematoxylin-eosin (HE), Sirius Red for collagen, and with isolectin B4 (1:50; Sigma-Aldrich, Missouri, USA) for endothelial cells. Hearts were sectioned perpendicular to the axis of the aorta, starting within the heart and working in the direction of the aortic arch. Once the aortic root was identified by the appearance of aortic

valve leaflets and smooth muscle cells instead of collagen-rich tissue, serial cross sections (5  $\mu\text{m}$  thick with intervals of 50  $\mu\text{m}$ ) were taken and mounted on AAS-coated slides. These sections were stained with hematoxylin-phloxine-saffron (HPS) for histological analysis. For each mouse, atherosclerosis was measured in 4 subsequent cross sections. Each section consisted of 3 segments. The average total lesion area per cross section was then calculated<sup>20</sup><sup>22</sup>. For determination of lesion severity the lesions were classified into five categories according to the American Heart Association classification<sup>23</sup>: 0) no lesion I) early fatty streak, II) regular fatty streak, III) mild plaque, IV) moderate plaque, and V) severe plaque. The percentage of each lesion type was calculated, where type I-III lesions were classified as mild lesions and type IV-V lesions were classified as severe lesions<sup>20</sup><sup>22</sup>. In the aortic root, lesion composition was determined for the severe lesions (type IV-V) as a percentage of lesion area after immunostaining with anti-human alpha-actin (1:400; PROGEN Biotechnik GmbH, Germany) for smooth muscle cells (SMC), and anti-mouse Mac-3 (1:50; BD Pharmingen, the Netherlands) for macrophages followed by Sirius Red staining. After Sirius Red staining for collagen, color intensity was determined in ImageJ and the used threshold was confirmed by evaluation of the sections under polarized light<sup>24</sup>. Necrotic area and cholesterol clefts were measured after HPS staining<sup>13</sup><sup>20</sup><sup>22</sup>. Lesion stability index was calculated as described previously<sup>13</sup><sup>20</sup>. In each segment used for lesion quantification, the number of monocytes adhering to the endothelium were counted after immunostaining with AIA 31240 antibody (1:1000; Accurate Chemical and Scientific, New York, New York, USA)<sup>14</sup><sup>20</sup>.

### **Gene expression analysis**

Messenger RNA was isolated from liver of 8 mice per group, using the NEBNext Ultra RNA sample Prep Kit. After fragmentation of the mRNA, cDNA synthesis was performed. The

quality and yield after sample preparation was measured with the Fragment Analyzer. Clustering and DNA sequencing was performed using the Illumina Nextseq 500. The genome reference and annotation file Mus\_Musculus.GRCm38 was used for analysis in FastA and GTF format. The reads were aligned to the reference sequence using Tophat 2.0.14 combined with Bowtie 2.1.0, and based on the mapped read locations and the gene annotation HTSeq-count version 0.6.1p1 was used to count how often a read was mapped on the transcript region. 

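HTSeq-count assigns a read to a gene when it overlaps exons of that gene alone. It keeps separate totals of reads that overlap no exon, overlap exons of more than 1 gene, or align to more than 1 place. These totals are given in the files with the gene counts. The 45513 genes counted exceed those with any read, since 24040 genes had at least 1 count in any of the 56 mice sequenced. Of the 45513 identifiers, 44585 are in GENCODE release M21 for GRCm38, which was used here for gene symbols and positions. In the 6 groups the paper describes, counts on genes ranged from 5342379 to 17996732 per mouse. In single mice between 12406 and 18282 genes had a count in those groups. No pair of mice within a group had counts as alike as repeated sequencing of a single library would give. The lowest chi-square per degree of freedom between a pair was 10.83, where sampling alone gives about 1. Separate libraries of the same RNA can differ by more than sampling, so the check cannot exclude them. Mouse 8 given ponatinib 10 mg/kg was farthest from its group, at 90.2 to 162.76. In the other groups no pair was above 58.98.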

Calculated P-values  $<0.01$  were used as threshold for significance. Selected differentially expressed genes (DEGs) were used as an input for pathway analysis through Ingenuity Pathway Analysis (IPA) suite ([www.ingenuity.com](http://www.ingenuity.com), accessed 2015). Gene set enrichment analysis was used to highlight the most important processes and pathways. Relevance of these pathways and processes is indicated as p-value and visualized in a graph by calculating the  $-\log(p\text{-value})$ .

### 1.3 References

1. van den Maagdenberg AM, Hofker MH, Krimpenfort PJ, de Bruijn I, van Vlijmen B, van der Boom H, Havekes LM, Frants RR. Transgenic mice carrying the apolipoprotein E3-Leiden gene exhibit hyperlipoproteinemia. *J Biol Chem* 1993;268(14):10540-5.
2. de Knijff P, van den Maagdenberg AM, Stalenhoef AF, Leuven JA, Demacker PN, Kuyt LP, Frants RR, Havekes LM. Familial dysbetalipoproteinemia associated with apolipoprotein E3-Leiden in an extended multigeneration pedigree. *J Clin Invest* 1991;88(2):643-55.
3. Wardell MR, Weisgraber KH, Havekes LM, Rall SC, Jr. Apolipoprotein E3-Leiden contains a seven-amino acid insertion that is a tandem repeat of residues 121-127. *J Biol Chem* 1989;264(35):21205-10.
4. Jiang XC, Agellon LB, Walsh A, Breslow JL, Tall A. Dietary cholesterol increases transcription of the human cholesteryl ester transfer protein gene in transgenic mice. Dependence on natural flanking sequences. *J Clin Invest* 1992;90(4):1290-5.
5. van Vlijmen BJ, van den Maagdenberg AM, Gijbels MJ, van der Boom H, HogenEsch H, Frants RR, Hofker MH, Havekes LM. Diet-induced hyperlipoproteinemia and atherosclerosis in apolipoprotein E3-Leiden transgenic mice. *J Clin Invest* 1994;93(4):1403-10.
6. Westerterp M, van der Hoogt CC, de Haan W, Offerman EH, Dallinga-Thie GM, Jukema JW, Havekes LM, Rensen PC. Cholesteryl ester transfer protein decreases high-density lipoprotein and severely aggravates atherosclerosis in APOE\*3-Leiden mice. *Arterioscler Thromb Vasc Biol* 2006;26(11):2552-9.
7. Kleemann R, Verschuren L, van Erk MJ *et al*. Atherosclerosis and liver inflammation induced by increased dietary cholesterol intake: a combined transcriptomics and metabolomics analysis. *Genome Biol* 2007;8(9):R200.
8. de Haan W, van der Hoogt CC, Westerterp M, Hoekstra M, Dallinga-Thie GM, Princen HM, Romijn JA, Jukema JW, Havekes LM, Rensen PC. Atorvastatin increases HDL cholesterol by reducing CETP expression in cholesterol-fed APOE\*3-Leiden.CETP mice. *Atherosclerosis* 2008;197(1):57-63.
9. Kooistra T, Verschuren L, de Vries-van der Weij J, Koenig W, Toet K, Princen HM, Kleemann R. Fenofibrate reduces atherogenesis in ApoE\*3Leiden mice: evidence for multiple antiatherogenic effects besides lowering plasma cholesterol. *Arterioscler Thromb Vasc Biol* 2006;26(10):2322-30.
10. van der Hoogt CC, de Haan W, Westerterp M, Hoekstra M, Dallinga-Thie GM, Romijn JA, Princen HM, Jukema JW, Havekes LM, Rensen PC. Fenofibrate increases HDL-cholesterol by reducing cholesteryl ester transfer protein expression. *J Lipid Res* 2007;48(8):1763-71.
11. Verschuren L, Radonjic M, Wielinga PY, Kelder T, Kooistra T, van Ommen B, Kleemann R. Systems biology analysis unravels the complementary action of combined rosuvastatin and ezetimibe therapy. *Pharmacogenet Genomics* 2012;22(12):837-45.
12. Gierman LM, Kuhnast S, Koudijs A, Pieterman EJ, Kloppenburg M, van Osch GJ, Stojanovic-Susulic V, Huizinga TW, Princen HM, Zuurmond AM. Osteoarthritis development is induced by increased dietary cholesterol and can be inhibited by atorvastatin in APOE\*3Leiden.CETP mice--a translational model for atherosclerosis. *Ann Rheum Dis* 2014;73(5):921-7.
13. Kuhnast S, Louwe MC, Heemskerk MM, Pieterman EJ, van Klinken JB, van den Berg SA, Smit JW, Havekes LM, Rensen PC, van der Hoorn JW, Princen HM, Jukema JW. Niacin Reduces Atherosclerosis Development in APOE\*3Leiden.CETP Mice Mainly by Reducing NonHDL-Cholesterol. *PLoS One* 2013;8(6):e66467.
14. Kuhnast S, van der Hoorn JW, Pieterman EJ, van den Hoek AM, Sasiela WJ, Gusarova V, Peyman A, Schafer HL, Schwahn U, Jukema JW, Princen HM. Alirocumab inhibits atherosclerosis, improves the plaque morphology, and enhances the effects of a statin. *J Lipid Res* 2014;55(10):2103-12.

15. van den Hoek AM, van der Hoorn JW, Maas AC, van den Hoogen RM, van Nieuwkoop A, Droog S, Offerman EH, Pieterman EJ, Havekes LM, Princen HM. APOE\*3Leiden.CETP transgenic mice as model for pharmaceutical treatment of the metabolic syndrome. *Diabetes Obes Metab* 2014;16(6):537-44.
16. Ason B, van der Hoorn JW, Chan J *et al*. PCSK9 inhibition fails to alter hepatic LDLR, circulating cholesterol, and atherosclerosis in the absence of ApoE. *J Lipid Res* 2014;55(11):2370-9.
17. van der Hoorn JW, Kleemann R, Havekes LM, Kooistra T, Princen HM, Jukema JW. Olmesartan and pravastatin additively reduce development of atherosclerosis in APOE\*3Leiden transgenic mice. *J Hypertens* 2007;25(12):2454-62.
18. Kuhnast S, van der Hoorn JW, van den Hoek AM, Havekes LM, Liau G, Jukema JW, Princen HM. Aliskiren inhibits atherosclerosis development and improves plaque stability in APOE\*3Leiden.CETP transgenic mice with or without treatment with atorvastatin. *J Hypertens* 2012;30(1):107-16.
19. van Vlijmen BJ, van 't Hof HB, Mol MJ, van der Boom H, van der Zee A, Frants RR, Hofker MH, Havekes LM. Modulation of very low density lipoprotein production and clearance contributes to age- and gender- dependent hyperlipoproteinemia in apolipoprotein E3-Leiden transgenic mice. *J Clin Invest* 1996;97(5):1184-92.
20. Kuhnast S, van der Tuin SJ, van der Hoorn JW, van Klinken JB, Simic B, Pieterman E, Havekes LM, Landmesser U, Luscher TF, Willems van Dijk K, Rensen PC, Jukema JW, Princen HM. Anacetrapib reduces progression of atherosclerosis, mainly by reducing non-HDL-cholesterol, improves lesion stability and adds to the beneficial effects of atorvastatin. *Eur Heart J* 2015;36(1):39-48.
21. Post SM, Zoetewij JP, Bos MH, de Wit EC, Havinga R, Kuipers F, Princen HM. Acyl-coenzyme A:cholesterol acyltransferase inhibitor, avasimibe, stimulates bile acid synthesis and cholesterol 7alpha-hydroxylase in cultured rat hepatocytes and in vivo in the rat. *Hepatology* 1999;30(2):491-500.
22. Delsing DJ, Offerman EH, van Duyvenvoorde W, van Der Boom H, de Wit EC, Gijbels MJ, van Der Laarse A, Jukema JW, Havekes LM, Princen HM. Acyl-CoA:cholesterol acyltransferase inhibitor avasimibe reduces atherosclerosis in addition to its cholesterol-lowering effect in ApoE\*3-Leiden mice. *Circulation* 2001;103(13):1778-86.
23. Stary HC, Chandler AB, Dinsmore RE, Fuster V, Glagov S, Insull W, Jr., Rosenfeld ME, Schwartz CJ, Wagner WD, Wissler RW. A definition of advanced types of atherosclerotic lesions and a histological classification of atherosclerosis. A report from the Committee on Vascular Lesions of the Council on Arteriosclerosis, American Heart Association. *Arterioscler Thromb Vasc Biol* 1995;15(9):1512-31.
24. Landlinger C PM, Juno C, et al. The AT04A vaccine against proprotein convertase subtilisin/kexin type 9 reduces total cholesterol, vascular inflammation, and atherosclerosis in APOE\*3Leiden.CETP mice. . *Eur Heart J* 2017.

## 2 Supplementary Figures and Tables

### 2.1 Supplementary Tables

**Table S1. Safety aspects of TKI treatment.** Body weight , food intake (per cage) plasma ALT (pooled), and plasma AST (pooled) at baseline and after 16 weeks of treatment with imatinib (150 mg/kg, BID), nilotinib (10 and 30 mg/kg) or ponatinib (3 and 10 mg/kg).

|                  | Dose<br><i>mg/kg</i> | Body weight<br><i>gram</i> | Food intake<br><i>gram/mouse/day</i> | ALT<br><i>U/L</i> | AST<br><i>U/L</i> |
|------------------|----------------------|----------------------------|--------------------------------------|-------------------|-------------------|
| <b>Baseline</b>  | -                    | 21.6 ± 1.7                 | 3.0                                  | 57                | 163               |
| <b>Control</b>   | -                    | 23.3 ± 2.4                 | 2.5                                  | 54                | 224               |
| <b>Imatinib</b>  | 150                  | 22.1 ± 0.8                 | 2.6                                  | 31                | 147               |
| <b>Nilotinib</b> | 10                   | 22.5 ± 1.5                 | 2.3                                  | 64                | 210               |
|                  | 30                   | 22.2 ± 1.3                 | 2.4                                  | 81                | 221               |
| <b>Ponatinib</b> | 3                    | 22.5 ± 2.3                 | 2.4                                  | 44                | 196               |
|                  | 10                   | 22.3 ± 2.8                 | 2.3                                  | 31                | 207               |

ALT, Alanine transaminase; AST, aspartate transaminase (n = 2-4 mice per cage) (n = 13-15 per group). Data are presented as means ± SD (n=13-15 per group) or means (cage or group level).

**Table S2. Imatinib and ponatinib reduce the number of live PBMCs and all TKIs decrease the fraction of pro-inflammatory CD11b+Ly6C<sup>high</sup> monocytes.** After 12 weeks of treatment with imatinib (150 mg/kg, BID), nilotinib (10 and 30 mg/kg) or ponatinib (3 and 10 mg/kg) FACS analysis was performed.

|                  | Dose  | Number of live/single<br>PBMCs per mL blood | % of monocyte<br>population  |                             |
|------------------|-------|---------------------------------------------|------------------------------|-----------------------------|
|                  | mg/kg | (*10 <sup>6</sup> /mL)                      | • CD11b+Ly6C <sup>high</sup> | • CD11b+Ly6C <sup>low</sup> |
| <b>Control</b>   | -     | 6.8 ± 1.3                                   | 19.0 ± 4.4                   | 71.7 ± 3.9                  |
| <b>Imatinib</b>  | 150   | 3.9 ± 1.3**                                 | 11.0 ± 3.6**                 | 69.1 ± 5.9                  |
| <b>Nilotinib</b> | 10    | 6.5 ± 2.4                                   | 27.5 ± 4.3                   | 61.4 ± 4.8                  |
|                  | 30    | 6.4 ± 1.4                                   | 11.4 ± 3.8*                  | 73.2 ± 4.9                  |
| <b>Ponatinib</b> | 3     | 7.1 ± 1.7                                   | 26.1 ± 2.9                   | 58.4 ± 2.5                  |
|                  | 10    | 3.8 ± 0.8**                                 | 12.6 ± 3.1*                  | 69.1 ± 6.4                  |

PBMC, peripheral blood mononuclear cell. \*P<0.05, \*\*P<0.01 as compared to control. Data are presented as means ± SD (n=7-8 per group).

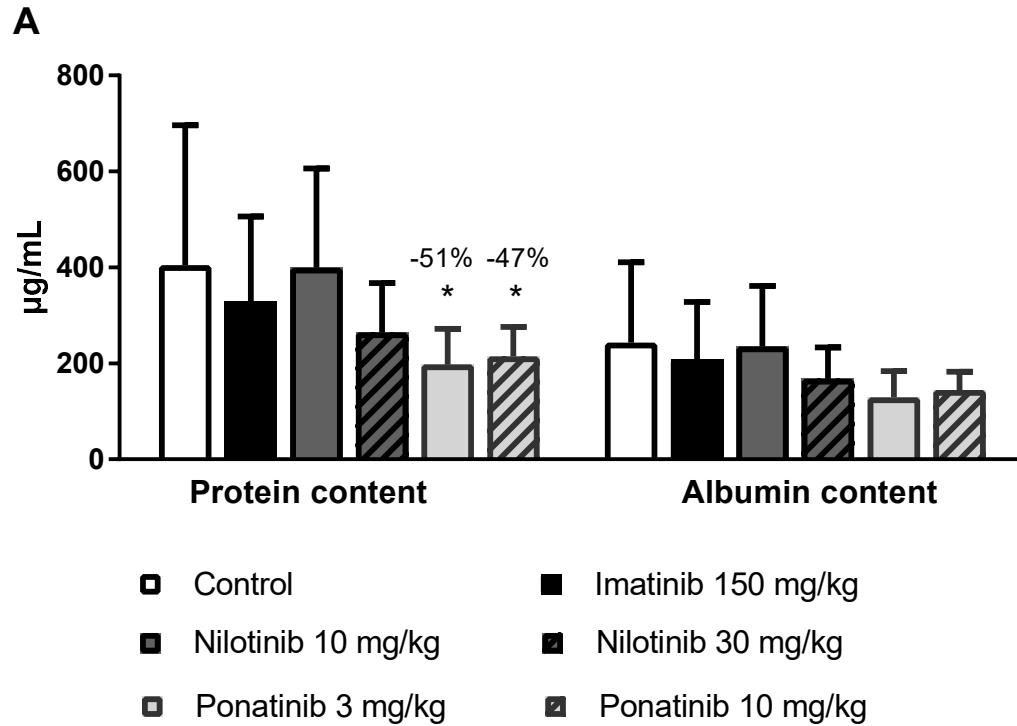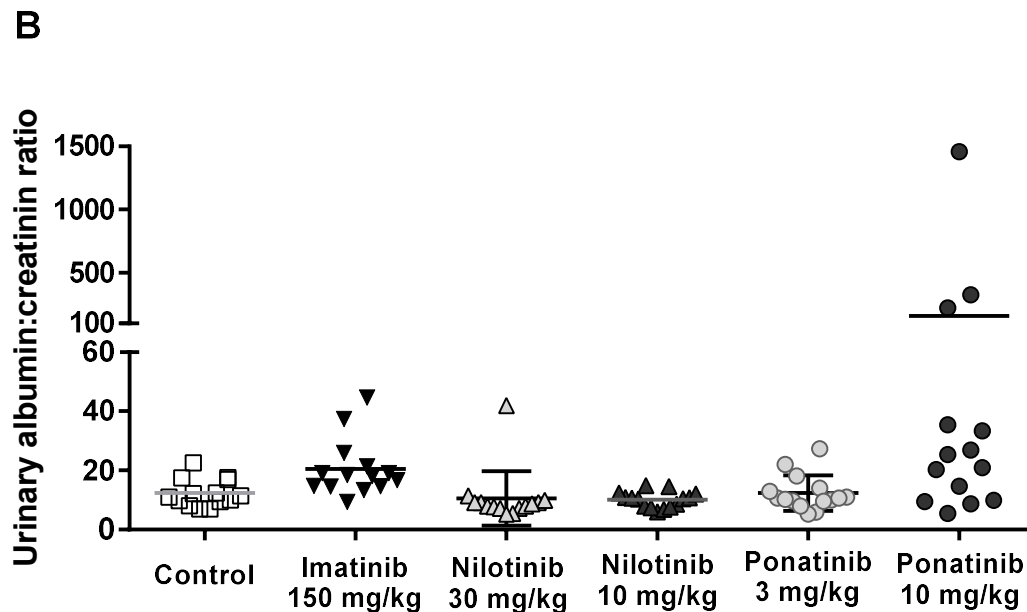

**Supplemental figure 1. Ponatinib decreases albumin content in BAL fluid and urinary albumin:creatinin ratio is not affected by TKI treatment.** Broncho-alveolar lavage (BAL) fluid was collected directly after sacrifice at week 16 (A). Urine was collected at week 13 and the albumin:creatinin ratio was assessed (B). \*  $P < 0.05$ . Data are presented as means  $\pm$  SD ( $n = 12-15$  per group).

**A**

|                           | Number of differentially expressed genes versus control group |                          |                          |                         |                          |
|---------------------------|---------------------------------------------------------------|--------------------------|--------------------------|-------------------------|--------------------------|
|                           | Imatinib<br>150 mg/kg BID                                     | Nilotinib<br>10 mg/kg QD | Nilotinib<br>30 mg/kg QD | Ponatinib<br>3 mg/kg QD | Ponatinib<br>10 mg/kg QD |
| Imatinib<br>150 mg/kg BID | 1575                                                          | 224                      | 417                      | 213                     | 670                      |
| Nilotinib<br>10 mg/kg QD  |                                                               | 474                      | 313                      | 41                      | 248                      |
| Nilotinib<br>30 mg/kg QD  |                                                               |                          | 1066                     | 78                      | 484                      |
| Ponatinib<br>3 mg/kg QD   |                                                               |                          |                          | 504                     | 235                      |
| Ponatinib<br>10 mg/kg QD  |                                                               |                          |                          |                         | 1344                     |

## Supplemental figure 2. Overview of differentially expressed genes (DEG).

The numbers in the diagonal display DEG compared to control. The numbers above the diagonal indicate the number of DEG shared between the treatment groups. Bayes p-values of  $<0.01$  were used as cut-off (A). 

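The same table was made from the counts with edgeR's quasi-likelihood test at an unadjusted p-value below 0.01. On the diagonal, imatinib (150 mg/kg) had 1788 genes, nilotinib 10 and 30 mg/kg had 802 and 1298, and ponatinib 3 and 10 mg/kg had 413 and 2099. Imatinib shared 404 genes with nilotinib 10 mg/kg, 635 with nilotinib 30 mg/kg, 192 with ponatinib 3 mg/kg and 1015 with ponatinib 10 mg/kg. Nilotinib 10 mg/kg shared 516 genes with nilotinib 30 mg/kg, 79 with ponatinib 3 mg/kg and 493 with ponatinib 10 mg/kg. Nilotinib 30 mg/kg shared 93 genes with ponatinib 3 mg/kg and 784 with ponatinib 10 mg/kg, and the 2 doses of ponatinib shared 273. In each pair at most 1 shared gene changed in opposite directions. At an adjusted cut-off of 0.01 the diagonal fell to 14 genes for nilotinib 10 mg/kg and 0 for ponatinib 3 mg/kg, the farthest from these counts among the alternatives.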

To evaluate which biological processes are affected with the various treatments, all genes ( $P<0.01$ ) were uploaded in the Ingenuity Pathway Analysis (IPA) tool to perform gene set enrichments. The number of differentially expressed genes that are annotated in IPA are indicated in Venn-diagrams (B-C). This number is slightly different between A and B-C since the RNA-seq method also detects genes that are not yet annotated in the IPA database ( $n = 8$  per group).

**B**

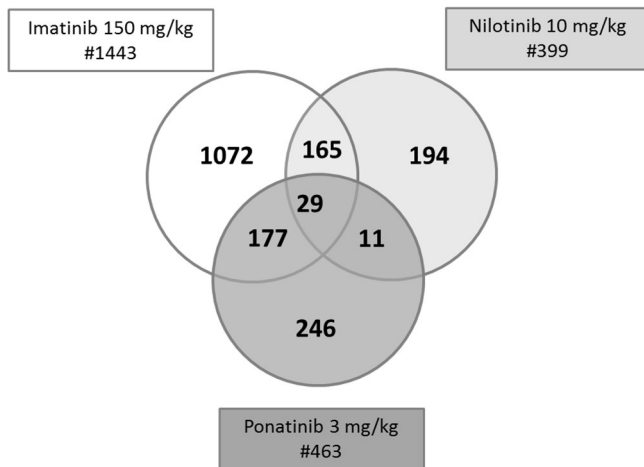

**C**

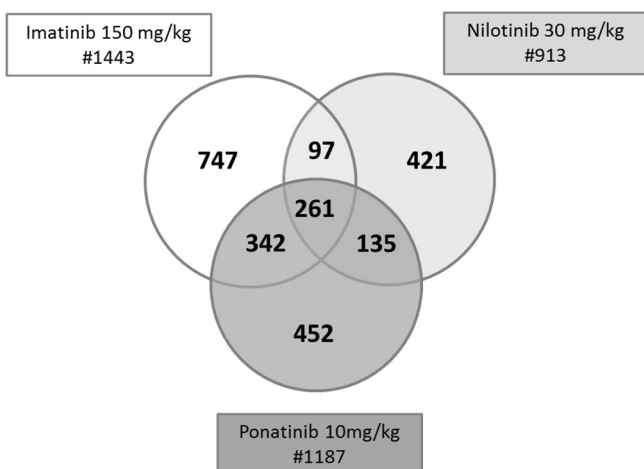

**A**

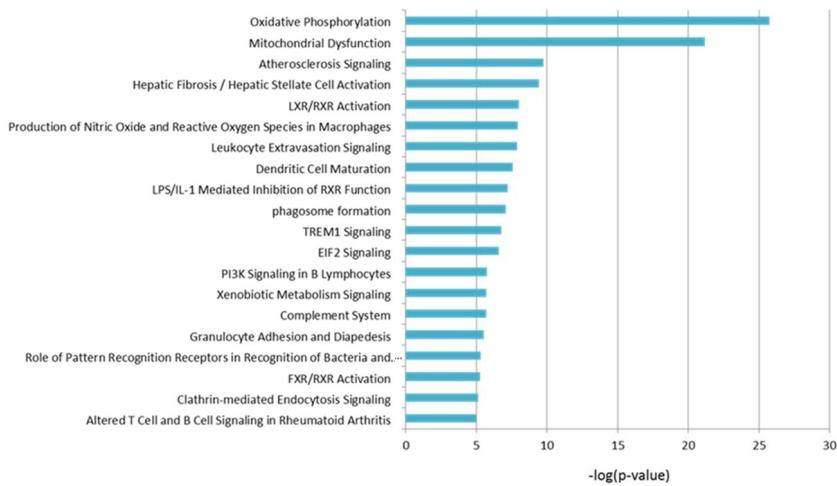

**B**

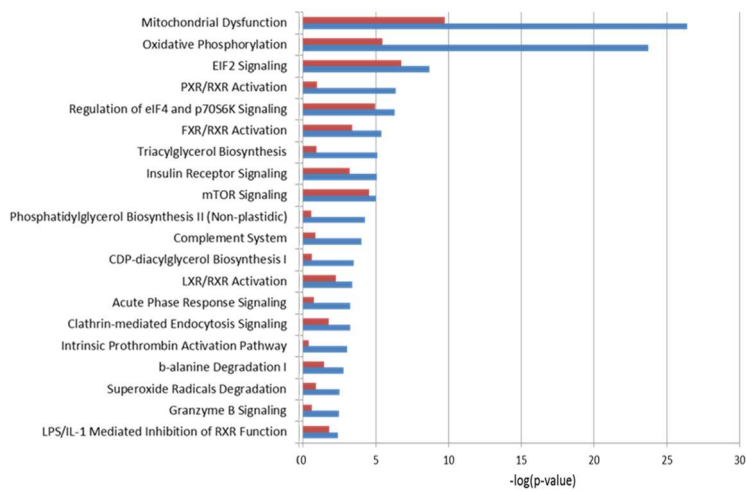

**C**

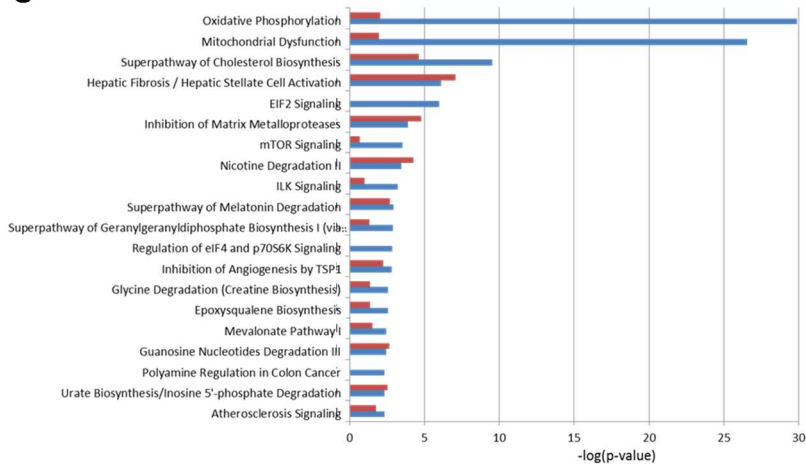

**Supplemental figure 3.** To identify the most relevant processes affected by TKI treatment, we calculated the canonical biological processes/pathways affected by imatinib 150 mg/kg (**A**), nilotinib 10 mg/kg (red bars) and 30 mg/kg (blue bars) (**B**) and by ponatinib 3 mg/kg (red bars) and 10 mg/kg (blue bars) (**C**). The relevance of each process is indicated by a p-value of overlap. The p-value of overlap is calculated based on Fisher's exact test which is set standard for overlap analysis in IPA-software. For visualization purposes the  $-\log$  of the p-value of the top 20 processes are plotted on the x-axes (n = 8 per group).

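The cholesterol biosynthesis pathway among these processes was represented by 21 genes, all of which could be tested. With ponatinib 10 mg/kg, 14 had a p-value below 0.01 in edgeR's quasi-likelihood test, 13 of them higher than in control (odds ratio 11.5, Fisher's exact test, p = 1.05e-07). By the same exact test, with ponatinib 3 mg/kg 4 passed, all higher (odds ratio 7.86, p = 0.00293), and with imatinib 7, all higher (odds ratio 3.45, p = 0.0121). With nilotinib 2 genes passed at each dose, and these were lower. The mean log2 CPM of the set was 5.629 ± 0.192 (SD, n = 8 mice) in control mice and 6.328 ± 0.279 with ponatinib 10 mg/kg (exact permutation test, p = 0.000155, the smallest p that 8 mice against 8 allow). With ponatinib 3 mg/kg it was 6.054 ± 0.323 (SD, n = 8; exact permutation p = 0.0073, adjusted p = 0.0236 over the 42 tests of set means). It was lower than in control at both doses of nilotinib, at 5.241 ± 0.315 with 10 mg/kg (SD, n = 8; exact permutation p = 0.012, adjusted p = 0.036) and 5.309 ± 0.32 with 30 mg/kg (SD, n = 8; exact permutation p = 0.0311, adjusted p = 0.0816). With imatinib it was 5.953 ± 0.722 (exact permutation p = 0.246). The largest change with ponatinib was in Mvd, from 17.77 ± 6.75 to 54.62 ± 29.1 CPM (SD, n = 8 mice each; log2 fold change 1.61, standard error 0.34, adjusted p = 0.00092 from edgeR). For imatinib the result depended on the test, with an odds ratio of 0.604 under limma's voom (Fisher's exact test, p = 0.759). The odds ratio for ponatinib 3 mg/kg was 0 at an adjusted cut-off of 0.05, and that for ponatinib 10 mg/kg rose to 39 with the share of reads outside annotated genes as a covariate, chosen after the data were seen.

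**Figure D6:**
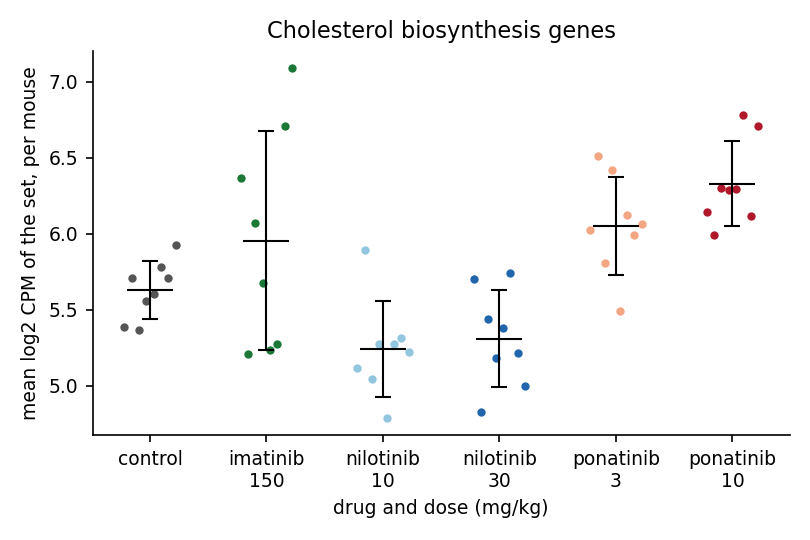
Mean log2 CPM of 21 cholesterol biosynthesis genes in each liver, by drug and dose; points are mice (n = 8 per group), horizontal bars the mean and error bars the SD. The mean is 5.629 ± 0.192 in control mice, 6.328 ± 0.279 with ponatinib 10 mg/kg and 5.309 ± 0.32 with nilotinib 30 mg/kg.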

**A**

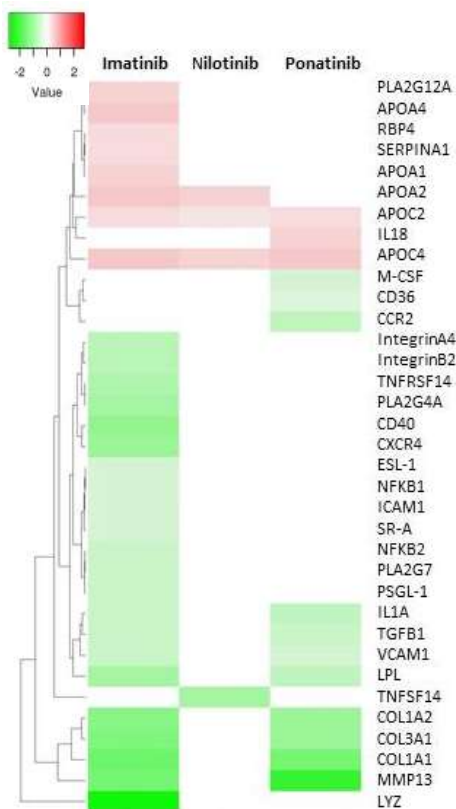

**Supplemental figure 4. TKI treatment regulates many genes related to atherosclerosis signaling, with the most pronounced effect by imatinib.** The heat map shows all significantly upregulated (red) and downregulated (green) genes involved in atherosclerosis signaling of mice treated with imatinib (150 mg/kg), nilotinib (30 mg/kg) or ponatinib (10 mg/kg) as compared to control mice (A). Molecular response of imatinib (150 mg/kg) on atherosclerosis signaling visualized by sub-pathways (B). P-values of <0.01 were used as cut-off (n = 8 per group).

**B**

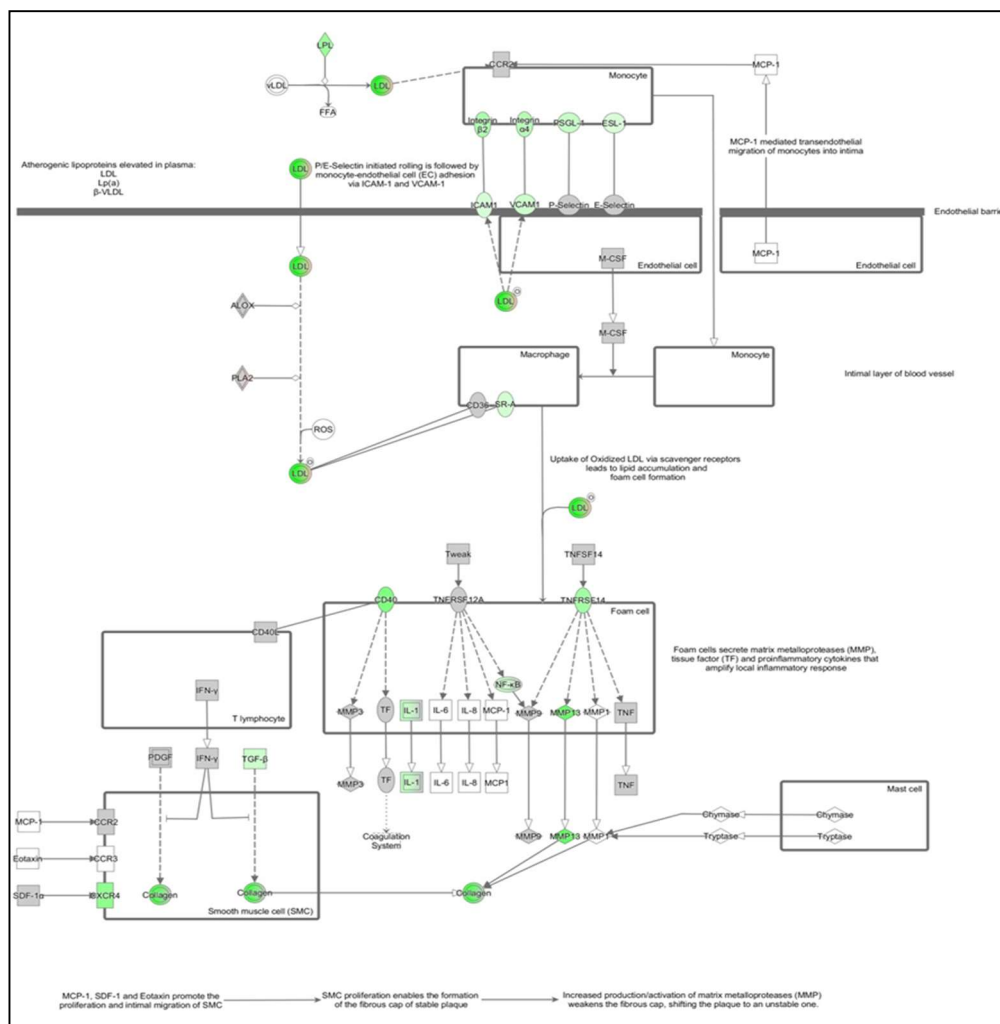

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

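Liver mRNA of 8 mice per group was sequenced in 7 groups, of which the paper reports 6: control, imatinib 150 mg/kg, nilotinib 10 and 30 mg/kg and ponatinib 3 and 10 mg/kg. The seventh group, given L-NAME in drinking water according to the sample labels, is not described in the paper and enters only the additional observations. The authors deposited raw read counts per gene, one set per mouse, without normalization. To make them, the authors prepared libraries with the NEBNext Ultra kit, sequenced them on an Illumina NextSeq, aligned the reads to GRCm38 with TopHat 2.0.14 and Bowtie 2.1.0, and counted reads on genes with HTSeq-count. The trimming, the strand setting and the release of the annotation are not stated. Samples were grouped by the compound and dose in their labels, and no mouse was left out.

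The counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and with Python 3.11.15. The 5 summary lines of each set (reads that overlap no exon, ambiguous, not uniquely aligned and so on) were kept apart from the gene counts. Reads that overlap no exon, those in introns included, make up the share of reads outside annotated genes. Gene symbols, positions, lengths and GC content come from GENCODE release M21 for GRCm38, which holds 44585 of the 45513 identifiers. The main test was edgeR's quasi-likelihood test with TMM normalization and edgeR's own filter on low counts, in a single fit of the 48 mice of the 6 groups, over 14090 genes. Benjamini-Hochberg adjusted p-values were computed over the tested genes of each comparison. The legend of Figure S2 gives Bayes p-values below 0.01 as the cut-off and names neither the software nor an adjustment. The unadjusted cut-off is the main setting here, and counts at an adjusted cut-off of 0.05 are given beside. L-NAME was compared with control in a fit of all 56 mice over 14314 genes. CPM are TMM-normalized, and log2 CPM use a prior count of 2.

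Total counts on genes were between 5342379 and 17996732 per mouse in the 6 groups, which leaves genes below about 1 CPM with a handful of reads per mouse. No p-value or fold change was taken from the authors. Differences in a set's mean log2 CPM or in a single gene were also tested by exact permutation of 8 mice against 8, over 12870 splits, for which the smallest p-value is 0.000155. Overlaps and gene sets were tested with Fisher's exact test, which takes genes as independent, though genes measured in the same mice are not. The oxidative phosphorylation and EIF2 sets were fixed by symbol patterns and the coagulation, atherosclerosis, cholesterol and cell marker lists by hand, before the counts were seen. The genes named are every listed gene that the paper names in its text, Figure 7A or Figure S4A, and in each comparison with control the 5 genes with the largest absolute log2 fold change among those with an adjusted p-value below 0.05 whose 8 treated mice all lie on one side of the 8 control mice. Not every gene that meets these rules is reported in the text.

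The alternatives were DESeq2 with its own size factors, limma's voom, limma's voom with sample quality weights, edgeR with RLE size factors, no filter on low counts, a filter of at least 10 counts in every mouse, fits of only the groups compared, the running number of the library as a covariate, counts down-sampled to the smallest library, a fit with all 7 groups, adjusted cut-offs of 0.05 and 0.01, limma's camera in place of Fisher's exact test, and the summed counts of the 5 Serpina1 paralogs. Removal of a trend on gene length and GC content, and each mouse's share of reads outside annotated genes as a covariate, were added after the data were seen. The scripts were tested on simulated counts drawn from the means, spread and library sizes of the real mice, with 200 genes changed. edgeR recovered 97.5% of them at the 0.01 cut-off, and 0.99% of the unchanged genes passed it. The changed genes were drawn from those above the median expression and given larger changes than most coagulation genes showed. The share recovered therefore does not hold for genes with few reads or small changes. In simulated counts with a trend on gene length and no changed gene, 6.37% of genes passed the cut-off without the length and GC offsets and 1.01% with them. Klkb1 could not be reported, because its identifier in the annotation is not in the files analysed here, and F13a1, Tnfsf14, Lyz1, Serpina5 and A2m had too few reads to be tested.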

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

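Each library measure, set mean and panel gene was examined within each group of 8 mice for a mouse far from the other 7, by the gap to its nearest neighbour as a share of the group's range (Dixon's ratio at its 95% critical value). Of 287 such groups 29 were flagged, where chance gives about 14.4. For library measures it was 10 of 42, where chance gives 2.1. The total count on genes set apart mouse 10 of the L-NAME group (97473341 counts, the others at most 8983406; ratio 0.978), mouse 13 given ponatinib 3 mg/kg (15789978 counts; ratio 0.856) and mouse 3 given nilotinib 10 mg/kg (5342379 counts, the lowest; ratio 0.82). The number of genes detected set apart L-NAME mouse 10 (0.66) and mouse 14 given ponatinib 10 mg/kg (0.594). The share of reads outside annotated genes was highest in L-NAME mouse 10 (16.75%; ratio 0.744) and in mouse 21 given imatinib (14.09%; ratio 0.614), and the share of reads that did not align uniquely in mouse 20 given nilotinib 30 mg/kg (42.62%; ratio 0.556). The mitochondrial share of counts was highest in mouse 14 given ponatinib 10 mg/kg (7.32%; ratio 0.681) and mouse 9 given nilotinib 10 mg/kg (5.26%; ratio 0.602). These are differences in depth and library composition. With every library down-sampled to the smallest, 1955 genes passed for L-NAME against control, where 1997 did in the full counts. The depth of mouse 10 is therefore not the source of that count. That prediction was written after the count was seen, and no biological explanation of these mice was tested.

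Among set means, 5 of 49 groups were flagged, where chance gives 2.4: the cholesterol genes of mouse 9 given nilotinib 10 mg/kg (highest, ratio 0.527), the Kupffer cell markers of mouse 47 given ponatinib 3 mg/kg (lowest, 0.607), the stellate cell markers of mouse 8 given ponatinib 10 mg/kg (lowest, 0.683), the endothelial markers of mouse 13 given ponatinib 3 mg/kg (lowest, 0.538) and the lymphocyte markers of control mouse 22 (lowest, 0.529). Among the genes of the coagulation and atherosclerosis panels, 14 of 196 groups were flagged, where chance gives 9.8. With ponatinib 10 mg/kg, mouse 35 was lowest for Cxcr4 (0.597), Il1a (0.615), Itga4 (0.741) and Pla2g4a (0.62), mouse 18 for Apoc2 (0.58), Csf1 (0.829) and Il18 (0.67), and mouse 24 was the only one with a read on Mmp13 (1). Control mouse 22 was lowest for Il1a (0.675) and Itga4 (0.528), mouse 6 given imatinib for F2r (0.719) and mouse 37 given nilotinib 30 mg/kg for Cd40 (0.547), while mice 11 and 39 given imatinib were highest for Itgb2 (0.666) and Lyz2 (0.626). Most of these genes have few reads, and the number of flags is near what chance gives. With sample quality weights, which give less weight to such mice, the atherosclerosis panel counts stayed within 1.5 times the main counts. The coagulation panel count for imatinib rose by more than 1.5 times. No other explanation was tested for single mice.

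Data that the paper does not report on are the 8 mice given L-NAME, which the labels describe as 0.12 to 0.2% in drinking water. Against the control mice, 1997 genes had a p-value below 0.01 in edgeR's quasi-likelihood test, 953 higher and 1044 lower, and 1688 passed adjustment. The mean log2 CPM of the oxidative phosphorylation set was higher by 0.413 (above the control mean in 8 of 8 mice; exact permutation p = 0.00171, adjusted p = 0.00798) and that of the EIF2 set by 0.369 (8 of 8 mice; exact permutation p = 0.000155, adjusted p = 0.00163). The cholesterol biosynthesis set differed by -0.507 (0 of 8 mice above the control mean; exact permutation p = 0.000155, adjusted p = 0.00163). L-NAME inhibits nitric oxide synthase and is not a tyrosine kinase inhibitor, yet the oxidative phosphorylation and EIF2 sets moved in the same direction as with the anti-CML drugs. The mean log2 fold change of the oxidative phosphorylation genes with L-NAME was 1.21 times the mean over the 5 drug groups, a test whose prediction was written before the result was seen, and that of the EIF2 genes 1.09 times the mean over the 3 high-dose groups, with a prediction written afterwards. A shift of the control mice, in their handling or in their libraries, remains a candidate explanation of both sets, and a response that any of these treatments evokes is another. The mice given ponatinib 3 mg/kg lay near the control mice, with 8.54% of reads outside annotated genes against 7.97%, 32.74% of reads not uniquely aligned against 32.45%, and an EIF2 mean higher by 0.107 (above the control mean in 6 of 8 mice; exact permutation p = 0.0746). In the fit of 56 mice, 1146 genes passed for this group against the L-NAME mice and 449 against the control mice. Its oxidative phosphorylation mean was higher by 0.205 (7 of 8 mice; exact permutation p = 0.023, adjusted p = 0.0644). A shift confined to the control mice would set this group apart too, of which the library shares and the EIF2 mean show little. Other values did set it apart from the control mice. Col1a1, Col1a2 and Col3a1 were at -2.31, -1.68 and -1.63 (unadjusted p of at most 5.5e-05 from edgeR). The cholesterol biosynthesis mean was higher by 0.425 (exact permutation p = 0.0073, adjusted p = 0.0236), where with L-NAME it was lower. For the library shares and the EIF2 set, a shift that the control and ponatinib 3 mg/kg mice share, or a response that is weak at this dose, is left. The design has 1 control group and cannot tell these apart.

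Outside the genes that the paper discusses, genes with large changes among those separating all 8 treated from all 8 control mice were as follows (log2 fold changes from edgeR, each with an adjusted p-value below 0.05 and an exact permutation p of 0.000155, the smallest possible). With imatinib they were Cyp1a1 (5.02; 29.67 ± 14.3 against 0.8976 ± 0.542 CPM, SD), Slc39a5 (3.21), Cyp2b10 (2.96) and Ace (-2.79). With nilotinib 10 mg/kg they were Palld (-1.67), Acss3 (-1.47), Armh3 (-1.41), Ugt3a1 (-1.37) and Peg3 (1.32). With nilotinib 30 mg/kg they were the pseudogenes Ak3l2-ps (-3.71), Gm18588 (-2.29) and Gm13991 (-2.01) and ENSMUSG00000035349 (-2.53), an identifier without a symbol in the annotation. With ponatinib 10 mg/kg they were Ighg2b (3.5), the pseudogenes Gm7899 (-3.33) and Gm19028 (-2.94), Myo5a (-2.8) and Ugt1a9 (-2.52). With L-NAME they were the pseudogenes Selenot-ps (-2.34) and Tcea1-ps1 (-2.24), Ugt1a9 (-2.23) and Acss3 (-1.99). No gene met the rule with ponatinib 3 mg/kg. Pseudogenes share sequence with their parent genes, so a change in how many reads align uniquely could move their counts, as could a change in expression. Acss3 and Ugt1a9 are on the list of a drug and on that of L-NAME, which is consistent with the shift of the control mice for which the oxidative phosphorylation set gave a ratio of 1.21. Cyp1a1 and Cyp2b10 encode enzymes of drug metabolism, and no technical explanation was tested for them.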

How the results depend on the processing

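The alternatives were fixed before the processed files arrived, except the removal of a trend on gene length and GC content and the share of reads outside annotated genes as a covariate, which were chosen after seeing the data. Not every alternative was run on every result. Of 210 results, 136 were unchanged under every alternative fixed beforehand that was run on them. Of the 2112 values of these 210 results, 1960 were the same, 23 weaker, 38 stronger, 30 reversed and 61 moved. The replicate block was not run because the groups share no replicate numbers.

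At an adjusted cut-off of 0.01 the number of genes was 555 for imatinib, 14 and 244 for nilotinib 10 and 30 mg/kg, 0 and 807 for ponatinib 3 and 10 mg/kg, 811 for L-NAME, 15 between the doses of ponatinib and 0 between those of nilotinib. At an adjusted cut-off of 0.05 it was 174 and 770 for nilotinib 10 and 30 mg/kg, 6 for ponatinib 3 mg/kg, 151 between the doses of ponatinib and 0 between those of nilotinib. The overlap of nilotinib 30 mg/kg was then 364 genes with imatinib and 475 with ponatinib 10 mg/kg. The odds ratio of the oxidative phosphorylation set became 2.76 for nilotinib 10 mg/kg and 0 for ponatinib 3 mg/kg, and that of the cholesterol set 0.865 for nilotinib 30 mg/kg and 0 for ponatinib 3 mg/kg. For nilotinib 30 mg/kg the atherosclerosis panel had 2 genes and the coagulation panel 5. Adjustment leaves fewer genes, so odds ratios of the low doses rest on few or none.

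With sample quality weights the counts rose to 3157 for imatinib, 1655 and 2477 for nilotinib 10 and 30 mg/kg, 1279 and 3472 for ponatinib 3 and 10 mg/kg, 3510 for L-NAME, 1483 between the doses of ponatinib and 425 between those of nilotinib. Overlaps rose to 1406 for imatinib and nilotinib 30 mg/kg, 2087 for imatinib and ponatinib 10 mg/kg and 1610 for nilotinib 30 mg/kg and ponatinib 10 mg/kg. The EIF2 odds ratio for ponatinib 3 mg/kg became 1.78, the coagulation panel for imatinib 20 genes, and the panel genes that differ between ponatinib 10 mg/kg and nilotinib 30 mg/kg 17. The log2 fold change of Serpina1e became -0.89 with nilotinib 30 mg/kg and -0.12 with ponatinib 10 mg/kg, and with nilotinib 30 mg/kg those of Itgb2, Pla2g4a, Cxcr4 and Il1a became -0.1, -0.45, -0.02 and -0.23. The weights count mice far from their group less. On simulated counts 1.08% of unchanged genes passed the 0.01 cut-off with them.

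With limma's voom the count for ponatinib 3 mg/kg was 626, the cholesterol odds ratio 0.604 for imatinib and 0.897 for nilotinib 30 mg/kg, and the log2 fold changes with nilotinib 30 mg/kg 0 for Kng1, -0.19 for Serpina1e, -0.04 for Itgb2, -0.32 for Pla2g4a, 0 for Cxcr4 and -0.03 for Il1a. With DESeq2 the cholesterol odds ratio for nilotinib 30 mg/kg was 0.443, 12 panel genes differed between ponatinib 10 mg/kg and nilotinib 30 mg/kg, and Vcam1 with nilotinib 30 mg/kg was at 0. With limma's camera, which uses all genes of a set, the EIF2 set for ponatinib 3 mg/kg had a p-value of 2.45e-05.

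Without a filter on low counts, 1521 genes passed for nilotinib 10 mg/kg, 1096 for ponatinib 3 mg/kg, 1543 between the doses of ponatinib and 895 between those of nilotinib. The oxidative phosphorylation odds ratio for ponatinib 3 mg/kg was then 1.59, and Pla2g4a and Il1a with nilotinib 30 mg/kg were at -0.01 and 0. This setting lets in genes with few reads. With at least 10 counts in every mouse, the cholesterol odds ratio for nilotinib 30 mg/kg was 0.333, and Kng1 and Vcam1 with nilotinib 30 mg/kg were at 0. In fits of only the groups compared, 656 genes passed for ponatinib 3 mg/kg, the cholesterol odds ratio for imatinib was 0.898, and 0 panel genes differed between ponatinib 10 mg/kg and imatinib. With the running number as a covariate the cholesterol odds ratio for nilotinib 30 mg/kg was 1 and the panel genes that differ between ponatinib 10 mg/kg and imatinib 1. In down-sampled counts Csf1 and Il1a with nilotinib 30 mg/kg were at 0.08 and -0.01. Summed with its paralogs, Serpina1e with imatinib went from -0.67 to 0.48.

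With the length and GC trend removed, chosen after seeing the data, the overlap of nilotinib 30 mg/kg was 354 genes with imatinib and 443 with ponatinib 10 mg/kg, the EIF2 odds ratio for ponatinib 3 mg/kg 1.16, and the cholesterol odds ratio 0.934 and 0.726 for nilotinib 10 and 30 mg/kg. The atherosclerosis panel had 15 genes for imatinib and 2 for nilotinib 30 mg/kg, the coagulation panel 4 for nilotinib 30 mg/kg, and 1 panel gene differed between ponatinib 10 mg/kg and imatinib. With imatinib F5 was at 0.02 and Cd36 at 0.07, with ponatinib 10 mg/kg Msr1 at 0.07, and with nilotinib 30 mg/kg Vcam1, Nfkb1, Csf1 and Il1a at 0.11, 0.1, 0.02 and -0.02. Of the other values in this setting 28 log2 fold changes were weaker. F5 with imatinib was at -0.26 without the correction and had at least 2245 reads in every mouse, so its direction depends on the correction and not on depth.

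With each mouse's share of reads outside annotated genes as a covariate, also chosen after seeing the data, the number of genes fell to 1018 for imatinib, 403 and 529 for nilotinib 10 and 30 mg/kg, 700 for ponatinib 10 mg/kg, 271 between the doses of ponatinib and 886 for L-NAME, while it was 352 for ponatinib 3 mg/kg. Imatinib then had more genes than ponatinib 10 mg/kg. The overlap of imatinib was 201 genes with nilotinib 30 mg/kg and 332 with ponatinib 10 mg/kg, and that of nilotinib 30 mg/kg and ponatinib 10 mg/kg 194. The oxidative phosphorylation odds ratio became 1.99 for nilotinib 10 mg/kg and 1.8 for ponatinib 3 mg/kg, and the cholesterol odds ratio 0 for nilotinib 10 and 30 mg/kg. The atherosclerosis panel had 16 genes for imatinib, 2 for nilotinib 30 mg/kg and 7 for ponatinib 10 mg/kg, and the coagulation panel 5, 2 and 10. With nilotinib 30 mg/kg Kng1 and Vcam1 were at 0.05 and 0.23, with imatinib Cd36 was at 0.04, and with ponatinib 10 mg/kg Icam1, Msr1 and Pla2g4a were at 0.01, 0.01 and 0.27. Of the other log2 fold changes 41 were weaker. The share is higher in most treated groups than in control mice, so the covariate could take out a drug response along with a difference in library quality, and the counts with and without it cannot tell these apart.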

Differences from the paper's values

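Of 15 counts of genes that the paper states, 9 differ from those computed here by more than 1.5 times and 6 do not. A setting is said to close a gap when its value is within 1.5 times the paper's. This can be by a small margin and can leave a difference of many genes. The paper gives 474 genes for nilotinib 10 mg/kg, against 802 here, and none of the alternatives set before the files arrived closed the gap; the share of reads outside annotated genes as a covariate, chosen after seeing the values, did (403). For ponatinib 10 mg/kg the paper gives 1344 and the value here was 2099. With at least 10 counts in every mouse (1977), in the fit of only the groups compared (1966) and at an adjusted cut-off of 0.05 (1780) it was within 1.5 times the paper's, and under the other alternatives set beforehand it was not; with the length and GC trend removed, a setting chosen after seeing the values, it was too (1759).

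Shared genes differed as follows. For imatinib and nilotinib 10 mg/kg the paper gives 224 and the value here was 404, and no alternative set beforehand closed the gap, while the covariate chosen after seeing the values did (153). For imatinib and nilotinib 30 mg/kg the paper gives 417 against 635 here; down-sampled counts (615) and an adjusted cut-off of 0.05 (364) closed the gap and the others did not. The trend removal chosen after seeing the values (354) also did. For imatinib and ponatinib 10 mg/kg the paper gives 670 against 1015 here; at least 10 counts in every mouse (991), down-sampled counts (989) and an adjusted cut-off of 0.05 (783) closed the gap and the others set beforehand did not, and the trend removal chosen after seeing the values (889) also did. For nilotinib 10 and 30 mg/kg the paper gives 313 against 516 here, for nilotinib 10 mg/kg and ponatinib 3 mg/kg 41 against 79, and for nilotinib 10 mg/kg and ponatinib 10 mg/kg 248 against 493, and no alternative set beforehand closed any of these; of the settings chosen after seeing the values, the trend removal closed the first (347) and the covariate the second (31). For nilotinib 30 mg/kg and ponatinib 10 mg/kg the paper gives 484 against 784 here; an adjusted cut-off of 0.05 (475) closed the gap and the others set beforehand did not, and the trend removal chosen after seeing the values (443) also did.

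The paper's heat map shows F13 up with nilotinib. F13a1 had too few reads to be tested, and F13b had a log2 fold change of -0.51 with nilotinib 30 mg/kg. The paper names Serpina1 for nilotinib and imatinib, and Protein C for imatinib and Protein S for both; with ponatinib 10 mg/kg Serpina1a was at 0.66, Proc at 0.58 and Pros1 at -0.48 here, all past the cut-off, and Proc was at 0.34 with nilotinib 30 mg/kg (unadjusted p = 0.0073). Further genes past the cut-off here and not called in the paper's heat maps were F5 (-0.28) and F13b (-0.42) with ponatinib, and F13b (-0.44) and F2r (-0.75) with imatinib, and in the atherosclerosis panel Glg1 (-0.57), Apoa1 (0.85), Apoa2 (0.99) and Rbp4 (0.57) with ponatinib and Apoa1 (0.58) with nilotinib. Called in the paper and not past the cut-off here were Selplg (p = 0.024), Tnfrsf14 (p = 0.025) and Mmp13 (p = 0.028) with imatinib, and Vcam1 (p = 0.015), Il18 (p = 0.018) and Ccr2 (p = 0.013) with ponatinib, in the same direction. With nilotinib only Serpina1a of the 5 paralogs passed, and with imatinib Serpina1c (log2 fold change 0.32) and Serpina1e (-0.67) did not. No value is given for Klkb1, whose identifier in the annotation is not in the files analysed here.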

Other observations

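Each comparison was set against other splits of its 16 mice into 8 and 8, of which 100 were drawn with the real one included, in fits of those mice alone. Only the real split gave as many genes for imatinib (1980 genes; 1 of 100 splits), nilotinib 10 mg/kg (852; 1 of 100), nilotinib 30 mg/kg (1731; 1 of 100), ponatinib 3 mg/kg (656; 1 of 100), L-NAME (2475; 1 of 100) and ponatinib 10 against 3 mg/kg (602; 1 of 100). For ponatinib 10 mg/kg 2 of 100 splits gave as many genes as the real one (1966); the other (2001) was a split with 7 of 8 treated mice on one side. For nilotinib 30 against 10 mg/kg 14 of 100 splits gave as many genes as the real one (137), so the doses of nilotinib cannot be told apart from other splits of the same mice. These predictions were written before the results were seen.

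The drug lists overlap with that of L-NAME. In the fit of 56 mice, 883 of 1847 genes of imatinib, 635 of 855 and 942 of 1339 of nilotinib 10 and 30 mg/kg, and 197 of 449 and 1277 of 2152 of ponatinib 3 and 10 mg/kg were also past the cut-off for L-NAME. Against the L-NAME mice, the number shared by imatinib and ponatinib 10 mg/kg was 158, where it was 1048 against the control mice, and of the 11 coagulation genes higher with ponatinib 10 mg/kg than in control mice 0 were higher than in L-NAME mice at the 0.01 cut-off. Both predictions were made only after related results had been seen. Of the coagulation genes past the cut-off in either direction, 1 of 12 with imatinib kept it against the L-NAME mice. It was 0 of 9 with nilotinib 30 mg/kg and 0 of 18 with ponatinib 10 mg/kg. Of the atherosclerosis genes, 18 of 26 with imatinib, 0 of 4 with nilotinib and 5 of 15 with ponatinib kept it. F5 with nilotinib was at -0.04 against the L-NAME mice (unadjusted p = 0.73 from edgeR). Against nilotinib 30 mg/kg, also a comparison without control mice, 2 of the 41 coagulation genes passed adjustment. These were Kng1 (0.59, adjusted p = 0.0092 from edgeR) and Kng2 (0.63, adjusted p = 0.0046 from edgeR), both higher with ponatinib 10 mg/kg. A shift of the control mice, or a response shared by these treatments, may lie behind the shared part, and the data cannot tell these apart. Ponatinib 3 mg/kg, with 1146 genes against the L-NAME mice and 449 against the control mice, lay nearer to the control mice. The L-NAME mice received another treatment and are not a control group, so a gene that does not differ from them is not shown to be unaffected by the drug.

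Several library measures moved with the treatment groups. The share of reads outside annotated genes was higher than in control mice (7.97%) in every group, at 10.99% with L-NAME, and log2 fold changes fell with transcript length across genes in every comparison (rho from -0.34 to -0.211 over 12695 genes, which are not independent). Library quality is a candidate explanation of the oxidative phosphorylation change: within groups, over 56 mice, the share had an r of 0.519 with the set's mean (permutation p = 0.00019, adjusted p = 0.00038 over 4 relations; Spearman's rank correlation 0.476, permutation p = 0.00051; r of 0.516 without the 2 mice farthest from the median share). Within single groups r was 0.619 in control mice, 0.757 with imatinib, 0.542 and 0.57 with nilotinib 10 and 30 mg/kg, -0.09 and 0.735 with ponatinib 3 and 10 mg/kg, and 0.394 with L-NAME. With the share as a covariate the mean log2 fold change of the set over the 3 high-dose groups was 0.63 times that without, and with the length and GC trend removed 0.83 times, so part of the change is left in both. In the same fit of 56 mice, the covariate lowered the number of genes from 2152 to 999 for ponatinib 10 mg/kg, from 1339 to 642 for nilotinib 30 mg/kg and from 1847 to 1235 for imatinib, and from 449 to 409 for ponatinib 3 mg/kg. These 3 predictions were made after the pattern was seen. Of 1000 sets of other genes matched for length, GC content and expression, a share of 0 moved as far (0.3742 against a mean of 0.1774 for the matched sets), a prediction written before. Gene length, GC content and expression level therefore do not account for all of it, while a shift of the control mice (ratio 1.21) remains.

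The lower macrophage and adhesion genes with imatinib may reflect fewer Kupffer cells in the liver samples, a prediction written before. Of 10 Kupffer cell markers 8 were lower, 5 of them past the cut-off, with a mean log2 fold change of -0.56 over the 10. Clec4f (0.17) and Timd4 (0.01) were not lower, and Vsig4 (-0.25) did not pass the cut-off. With the markers as a covariate 2 of 8 genes kept a p-value below the cut-off (Itgb2 and Nfkb2). The covariate moved Itgb2 from -1.43 to -0.76 and Cd40 from -2.19 to -1.9. The count of genes alone does not show how much the markers account for. A change of expression within Kupffer cells would lower the markers too, so the explanations cannot be told apart. For the collagen genes with imatinib and ponatinib 10 mg/kg, a shift of the control mice was tested against the L-NAME mice, where 4 of 6 tests kept a p-value below the cut-off (all 3 genes with imatinib and 1 with ponatinib), and fewer stellate cells in the liver samples with stellate markers as a covariate, where 6 of 6 did. Both predictions were made after the pattern was seen. Against the L-NAME mice, Col1a2 and Col3a1 with ponatinib went from log2 fold changes of -2.02 and -1.92 to -0.79 and -0.94 (unadjusted p = 0.027 and 0.015 from edgeR), and L-NAME mice themselves had lower Col1a1 and Col1a2 than control mice (-1.24 and -1.23, unadjusted p = 0.0091 and 0.00065 from edgeR). With ponatinib 3 mg/kg, Col1a1, Col1a2 and Col3a1 were at -2.31, -1.68 and -1.63 against the control mice. Against the L-NAME mice they were at -1.07, -0.45 and -0.64, none past the cut-off (unadjusted p = 0.026, 0.19 and 0.09 from edgeR). The values with imatinib were smaller against the L-NAME mice too, so a shift of the control mice may lie behind part of the change with either drug. It would not lie behind all of it, since ponatinib 10 mg/kg was also below nilotinib 30 mg/kg, a comparison without control mice, for Col1a2 (-1.45, adjusted p = 0.011 from edgeR) and Col3a1 (-1.58, adjusted p = 0.015 from edgeR). A library batch cannot be tested directly, since the labels give none. They give a running number, in which the control mice are spread among the other groups. With this number as a linear covariate 208 values were the same, 1 moved and 1 reversed. Whether it follows the order of library preparation is not stated.

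The cholesterol biosynthesis genes were higher with ponatinib 10 mg/kg than with L-NAME by 1.206 in mean log2 CPM (8 of 8 mice above every L-NAME mouse; exact permutation p = 0.000155, the smallest possible; adjusted p = 0.000388) and than with nilotinib 30 mg/kg by 1.019 (exact permutation p = 0.000155). Ponatinib 10 mg/kg and imatinib did not differ (0.375, exact permutation p = 0.192). The L-NAME and nilotinib mice lay below the control mice for this set, so a difference of ponatinib from them was certain beforehand and says nothing on a shift of the control mice, which cannot be told apart from a response to ponatinib. Gene length, GC content or expression level do not account for the difference, since a share of 0 of 1000 matched sets moved as far. These predictions were made after the pattern was seen. For Serpina1 with imatinib, the counts of the 5 paralogs were summed, and the sum still differed (unadjusted p = 0.00037 and adjusted p = 0.0096 from edgeR), with a prediction written before. Reads that align to more than 1 paralog are in none of the 5 counts, so the sum cannot decide whether such reads lie behind the change. Shared control mice were tested for the overlap of imatinib and ponatinib 10 mg/kg: over 35 splits of the control mice, the median overlap was 451.5 with the same 4 control mice in both comparisons and 305.5 with disjoint ones, a ratio of 0.68, with a prediction written before. More than chance sharing of control noise is left, while a shift of all control mice would remain in both.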
